# Regulation and function of a polarly localized lignin barrier in the exodermis

**DOI:** 10.1038/s41477-024-01864-z

**Published:** 2024-12-02

**Authors:** Concepcion Manzano, Kevin W. Morimoto, Lidor Shaar-Moshe, G. Alex Mason, Alex Cantó-Pastor, Mona Gouran, Damien De Bellis, Robertas Ursache, Kaisa Kajala, Neelima Sinha, Julia Bailey-Serres, Niko Geldner, J. Carlos del Pozo, Siobhan M. Brady

**Keywords:** Cell wall, Cell fate

## Abstract

Multicellular organisms control environmental interactions through specialized barriers in specific cell types. A conserved barrier in plant roots is the endodermal Casparian strip (CS), a ring-like structure made of polymerized lignin that seals the endodermal apoplastic space. Most angiosperms have another root cell type, the exodermis, that is reported to form a barrier. Our understanding of exodermal developmental and molecular regulation and function is limited as this cell type is absent from *Arabidopsis thaliana*. We demonstrate that in tomato (*Solanum lycopersicum*), the exodermis does not form a CS. Instead, it forms a polar lignin cap (PLC) with equivalent barrier function to the endodermal CS but distinct genetic control. Repression of the exodermal PLC in inner cortical layers is conferred by the *SlSCZ* and *SlEXO1* transcription factors, and these two factors genetically interact to control its polar deposition. Several target genes that act downstream of *SlSCZ* and *SlEXO1* in the exodermis are identified. Although the exodermis and endodermis produce barriers that restrict mineral ion uptake, the exodermal PLC is unable to fully compensate for the lack of a CS. The presence of distinct lignin structures acting as apoplastic barriers has exciting implications for a root’s response to abiotic and biotic stimuli.

## Abstract (web summary)

In tomato roots, the exodermis forms a genetically distinct polar lignin cap (PLC) barrier from the Casparian strip. SlSCZ and SlEXO1 repress PLC deposition in inner layers. The PLC cannot fully compensate for the CS as a mineral ion barrier.

## Main

The control of external mineral ions and water entry by roots is essential for plant survival. In vascular plants, the endodermis is the innermost root cell layer that controls their passive diffusion through the cell wall (apoplastic) space by the formation of a barrier called the Casparian strip (CS)^1^. The molecular pathway controlling endodermis specification and differentiation has been well elucidated in *Arabidopsis thaliana*^2–7^. The non-cell autonomous SHORT-ROOT (SHR) transcription factor specifies endodermal identity^8^. Its subsequent transcriptional cascade coordinates the expression of factors that synthesize, deposit and position the CS^8–11^. The CS is composed of polymerized lignin which impregnates the endodermal primary cell wall in a precisely localized ring around its central axis^12,13^. Hallmarks of this positioning include tight membrane adhesion and the action and localization of protein domains comprising CASPARIAN STRIP DOMAIN PROTEIN (CASP)/CASP-like and the ENHANCED SUBERIN 1 (ESB1) proteins^2–5,14^. The transcription factor *AtMYB36* positively regulates the expression of the *AtCASP1*, *AtPER64* and *AtESB1* genes that are necessary to define CS positioning as well as its polymerization. Mutation of *AtMYB36* (*atmyb36*) results in an absent CS^15,16^, ectopic lignin deposition in endodermal cell corners as well as disruption of CS barrier function^15,17^. The *SCHENGEN3/SCHENGEN1/CASPARIAN STRIP INTEGRITY FACTOR2(SGN3/SGN1/CIF2)* pathway acts as an elegant surveillance system to perceive defects in CS integrity. If such defects occur, this pathway activates compensatory lignification and suberization^6,7^. Both the *atmyb36* and the *atmyb36atsgn3* mutants have a drastic perturbation of ion homoeostasis and growth^15,17^, proving the important function of the endodermal CS in whole plant growth. After CS deposition, suberin lamellae eventually coat the entire endodermal cell wall surface in a second differentiation stage^18,19^.

Many plant species, but not *Arabidopsis*, contain an additional cell type with barrier function, the exodermis or the hypodermis, herein referred to as the exodermis. Located underneath the epidermis, the exodermis is present in more than 90% of 200 angiosperms previously examined^20–22^. On the basis of staining technology available at that time, it was shown that exodermal cell walls contain lignin- or suberin-related compounds in a variety of deposition patterns, many of which included a broad band along the radial and anticlinal cell walls. At that time, a CS was thought to be composed of both suberin and lignin and the authors therefore concluded that the exodermis in these species possess a CS. More recently, however, a CS has been conclusively demonstrated to be composed solely of polymerized lignin, which is necessary for its function as an apoplastic barrier^2^. Unanswered questions include whether the exodermis contains lignin or suberin, its precise subcellular location and which genes control exodermal differentiation.

We previously demonstrated that the tomato (*Solanum lycopersicum*, cv. M82) exodermis is both lignified and suberized in two differentiation steps^23,24^. First, a polar lignin cap (PLC) is deposited and localized on the epidermal face of exodermal cells, followed by suberization of the entire cell surface. Here we demonstrate that in tomato, the exodermal lignin barrier is not a CS, but the PLC nevertheless functions as an apoplastic diffusion barrier. We further demonstrate that while regulation of endodermal CS differentiation is generally conserved between *Arabidopsis* and tomato, the regulatory pathway for the PLC in exodermal differentiation is genetically distinct. Two transcription factors, *SlEXO1* and *SlSCHIZORIZA (SlSCZ)*, restrict the deposition of the PLC and suberin to the exodermis and genetically control the polarity of the PLC. Phenotypic analysis of these mutants shows that the exodermal PLC is unable to fully functionally compensate for the lack of the endodermal CS, and that it has similar and unique properties compared with the endodermal CS. Both transcription factors coordinate cell wall and lignin-related pathways associated with exodermal-enriched factors whose function is associated with the PLC. Our findings reveal genetically distinct pathways for the production of multiple cell wall barriers that control how a root interacts with the environment.

## Results

### The exodermal polar lignin cap is an apoplastic barrier

The temporal nature of exodermal PLC deposition was characterized in 5-day-old tomato (*S. lycopersicum*, cv. M82) seedlings using histochemical staining with basic fuchsin (lignin) and calcofluor white (cellulose) to counterstain the cell walls (Fig. 1a,b). These data were complemented with transmission electron microscopy (TEM) combined with potassium permanganate staining to visualize electron-dense polymerized lignin (Fig. 1c,d and Extended Data Fig. 1)^25^. Exodermal lignification occurs after endodermal CS deposition in the early maturation zone. Lignin is first deposited at exodermal–epidermal cell corners, at ~0.4 cm from the root tip which we term Stage 1 of exodermal lignification (Fig. 1b–d). In Stage 2 of exodermal differentiation, ~1 cm from the root tip, lignin increases at exodermal cell corners and becomes deposited along the entire epidermal face of exodermal cells (Fig. 1b). Stage 3 of exodermal differentiation occurs ~2 cm from the root tip, with lignin levels increasing and spreading along the anticlinal cell walls towards the first inner cortical cell layer. This stage is maintained from 2 to 8 cm from the root tip, near the root–hypocotyl junction where Stage 4 of exodermal differentiation comprises maximal lignification of PLC with ~2/3 of the anticlinal cell wall (Fig. 1b). Polymerized lignin levels additionally increase at the epidermal face (Fig. 1b). This exodermal PLC is conserved in all solanaceous species examined (Extended Data Fig. 2a).

**Fig. 1:**
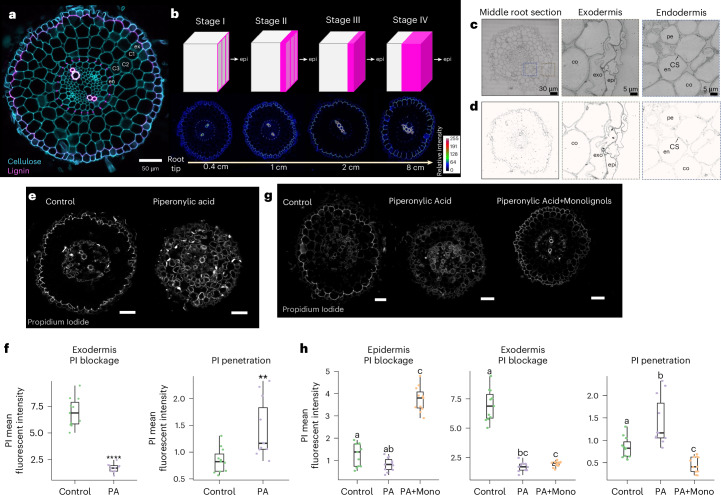
Exodermal lignin is polarized and serves as an apoplastic barrier. **a**, Tomato root cross-section stained with basic fuchsin (pink) and calcofluor white (blue) for lignin and cellulose, respectively. ex, exodermis; C1, cortex 1; C2, cortex 2; C3, cortex 3; en, endodermis. Scale bar, 50 µM. **b**, Model for exodermis lignin deposition. Top: each cube represents an exodermis cell. The epidermis (epi) face is on the right. Pink represents lignin. Bottom: root cross-sections from 0.4 cm, 1 cm, 2 cm and 8 cm from the root tip, stained with basic fuchsin. **c**, TEM of a middle root section stained with potassium permanganate. Left: root section. Middle: magnified exodermis (grey dotted square). Right: magnified endodermis (blue dotted square). co, cortex; pe, pericycle. Identical results were observed in 3 independent experiments. **d**, Same images as in **c** with adjusted contrast to highlight lignin. Dark arrows highlight lignin deposition in the exodermis cell wall. **e**, Tomato root sections from control and PA-treated plants for 24 h and next incubated with the apoplastic tracer PI for 30 min. Scale bars, 50 µM. **f**, Quantification of PI blockage at the exodermal PLC and penetration into cortex cells in control and PA-treated plants (*n* = 11). PI blockage ****P = 9.5 × 10^−11^; PI penetration **P = 0.0046. *statistical significance (one-way ANOVA). Boxplots show the median, 25th−75th percentiles (interquartile range (IQR)), and minima and maxima (whiskers). **g**, Tomato root cross-sections from control, PA-treated and PA+monolignol-treated plants, followed by incubation with PI. Scale bars, 50 µM **h**, Quantification of PI blockage at the epidermis, exodermal PLC and cortex cell penetration in control and PA-treated plants and PA+monolignol plants, followed by incubation with PI (*n* = 11). Statistical significance was determined using one-way ANOVA with a post hoc Tukey HSD test; *P* < 0.05. Letters indicate statistically different groups. Boxplot definitions are as in **f**.

The formation of an apoplastic barrier is a hallmark of CS function. To test whether the exodermal PLC has an equivalent function, we used propidium iodide (PI) as an apoplastic tracer^12,26^. PI apoplastic transport was still blocked by the exodermal cap after 30 min of incubation as indicated by the lack of PI penetrance to inner cortical cell layers (Fig. 1e,f). Vascular PI presence was due to PI absorption within the meristem and led to subsequent transport through the xylem. Piperonylic acid (PA), a monolignol biosynthetic inhibitor, was used to further demonstrate that exodermal PLC barrier function is dependent upon lignin biosynthesis^12,27^. Exposure to 200 µM PA for 24 h does not interfere with root growth but does disrupt root lignin biosynthesis within the endodermis and exodermis (Extended Data Fig. 2b,c). In PA-treated plants, PI staining of cortical cells was observed after exposure (Fig. 1e). In addition, the PI signal in the exodermal PLC was more intense in control relative to PA-treated plants (Fig. 1f). The dependence of exodermal PLC barrier function on lignin biosynthesis was further determined by complementation of the PA inhibitor-induced defects by the addition of two components of angiosperm lignin, the monolignols coniferyl- and sinapyl-alcohol (20 µM each), as previously used to demonstrate CS barrier function in *Arabidopsis* endodermis^12^. Treatment with both PA and monolignols restored lignin levels in the exodermis, increased lignin levels within the epidermis and blocked PI transport at the epidermis (Fig. 1g,h).

### Exodermal and endodermal differentiation are genetically distinct

Although structurally distinct, the tomato exodermis forms an apoplastic barrier, the PLC, with a function similar to that of endodermal CS. Therefore, one working hypothesis is that genes that regulate endodermal differentiation also regulate exodermal differentiation. Alternatively, a distinct set of genes regulates differentiation of these cell types. Recent evidence in maize demonstrates that mutations in two of the three *ZmSHR* paralogues reduce cortex layer number and probably cortex specialization^28^. The tomato exodermal layer results from asymmetric divisions of the cortex–endodermal initial at the stem cell niche^29^. We therefore tested whether *SlSHR* regulates formation of the exodermal PLC. Both *Rhizobium rhizogenes* and *Agrobacterium tumefaciens*-generated *SlSHR* CRISPR-Cas9 mutant alleles have defects in endodermal specification and differentiation, including the absence of the presumed endodermal layer due to loss of the CS in early developmental stages (Fig. 2a and Extended Data Fig. 3a,b). In more mature areas of the root, aberrant CS formations due to disorganized cell divisions are observed (Fig. 2a). Both *slshr-1* and *slshr-2* alleles additionally have asymmetric radial patterning in the ground tissue layers and the vascular cylinder and short roots (Fig. 2b and Extended Data Fig. 3c,d). These phenotypes demonstrate that *SlSHR* function is largely conserved between *Arabidopsis* and tomato for endodermal patterning and differentiation. A deviation from the *Arabidopsis* mutant phenotype is the radial asymmetry in the cortex cell layers (including the exodermis) and aberrant lignin deposition in the mutant layer (Fig. 2a,b). However, all *slshr* alleles had a wild-type exodermal lignin cap (Fig. 2a).

**Fig. 2:**
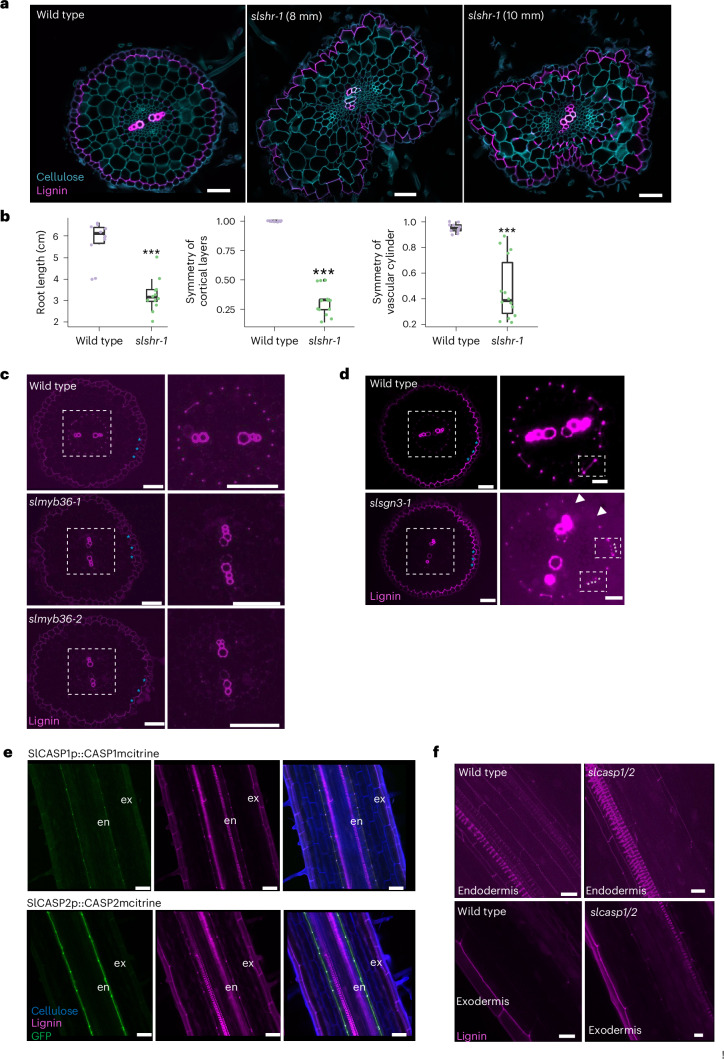
Known endodermal developmental regulators do not control exodermal differentiation. **a**, Root sections of 4-day-old plants stained with basic fuchsin (pink) and calcofluor white (blue) for lignin and cellulose. Left: the wild-type endodermis has a CS and the exodermis a polar lignin cap (PLC). Middle: in the *slshr-1* mutant, the CS is absent earlier (8 mm from the tip). Right: ectopic lignin deposition is observed in cells that surround the vasculature (10 mm from the tip). The exodermal PLC is normal. **b**, Left: root length of 4-day-old wild type and *slshr-1* (*n* = 12). Middle: cortical symmetry (exodermis included) calculated as the minimum/maximum number of cortex layers in radial cross-section (*n* = 10) in wild type and *slshr-1*. Right: vascular cylinder symmetry measured by minimum/maximum distance across its centre (*n* = 10). Statistical tests with one-way ANOVA; ***P < 0.005. Boxplots show the median, 25th−75th percentiles (IQR), and minima and maxima (whiskers). **c**, Two independent mutant alleles of *SlMYB36* (*slmyb36-1* and *slmyb36-2*) lack an endodermal CS but retain a wild-type exodermal PLC. Left: root cross-section stained with basic fuchsin, blue asterisks show a normal exodermal PLC. Right: magnified view of vascular cylinder and endodermis. Results were consistent across 3 experiments. **d**, *SlSGN3* mutation (*slsgn3-1*) leads to an interrupted, non-continuous CS. Left: root section stained with basic fuchsin, blue asterisks show a normal exodermal PLC. Right: magnified view of vascular cylinder and endodermis. Small square, top views showing wild-type versus interrupted CS in *slsgn3-1* (white asterisks and triangles). Brightness was adjusted in the magnified pictures for clarity. Results were consistent across 3 experiments. **e**, Translational fusions of SlCASP2 and SlCASP1 with mCitrine under their respective promoters localize specifically in the endodermis, not the exodermis. Cell walls are stained with calcofluor white (blue), lignin with basic fuchsin (pink), and mCitrine is visualized in the GFP channel (green). Results were consistent across 6 experiments. **f**, *slcasp1/2* double mutant did not affect endodermal CS or exodermal PLC formation relative to wild type. Lignin is stained with basic fuchsin (pink). Results were consistent across 4 experiments. All CRISPR or reporter lines were generated via *A. tumefaciens* transformation unless otherwise noted. All scale bars, 50 µm.

Loss of function *atmyb36* mutants lack the CS and present ectopic lignification in endodermal cells^15,17^. Phylogenetic analysis revealed two possible tomato MYB36 homologues of *Arabidopsis* *AtMYB36 (At5g57620)*: *Solyc07g006750* and *Solyc04g077260* (Supplementary Fig. 1a). *Solyc07g006750* is more phylogenetically related to *AtMYB36* (Supplementary Fig. 1b) and its ribosome-associated transcript abundance is enriched in the endodermis (Extended Data Fig. 3i)^23^. *Solyc04g077260* is a recently reported homologue of *AtMYB36* (ref. ^30^) (Supplementary Fig. 1a). CRISPR/Cas9 hairy root mutants of *Solyc07g006750* (herein *SlMYB36*) but not *Solyc04g077260* (herein *SlMYB36-b*) lack a CS (Extended Data Fig. 3j,k). *A. tumefaciens*-transformed CRISPR/Cas9-edited *slmyb36* mutant alleles lack a CS but have no changes in ground tissue radial patterning and root growth (Fig. 2c and Extended Data Fig. 3g). In contrast to *atmyb36* mutants^15,17^, *slmyb36* mutants have minimal ectopic lignification within the endodermis. Neither *slmyb36* nor *slmyb36-b* mutants showed defects in the exodermal PLC (Fig. 2c and Extended Data Fig. 3j). These results are consistent with a conserved function for *SlMYB36* in endodermal differentiation, but not in exodermal differentiation.

AtCASP proteins act as a scaffold to guide lignin biosynthesis enzymes to the CS domain^3^. We identified four putative tomato AtCASP homologues (Solyc02g088160, Solyc06g074230, Solyc09g010200 and Solyc10g083250) (Supplementary Fig. 2). Three of these have the extracellular loop1 (EL1) protein domain that is conserved in spermatophytes (Solyc06g074230, Solyc09g010200 and Solyc10g083250)^31^ and were chosen for further study. Transcriptional GFP reporters demonstrated that *SlCASP1 (Solyc06g074230)* is expressed primarily in the endodermis with some expression in inner cortical and exodermal cells, *SlCASP2 (Solyc10g083250)* is primarily expressed in the endodermis and *SlCASP3 (Solyc09g010200)* is expressed in the endodermis, cortex and exodermis (Extended Data Fig. 3e). SlCASP1 and SlCASP2, but not SlCASP3 translational mCitrine reporters localize to the endodermal CS domain and not at the exodermal PLC domain (Fig. 2e and Extended Data Fig. 3e). *SlCASP1* and *SlCASP2* gene (*slcasp1slcasp2*) mutant alleles showed no phenotype in the endodermal CS or the exodermal PLC (Fig. 2f), suggesting a high degree of functional redundancy among CASPs, similar to what is observed in *Arabidopsis*^32^.

The AtSGN3 receptor kinase along with the AtCIF peptide controls the CS integrity surveillance system^6,7^. Phylogenetic analyses revealed one close homologue to *AtSGN3*/*At4g20140*, the *Solyc05g007230* gene, and one to the *AtCIF1*/*At2g16385* and *AtCIF2*/*At4g34300* genes, *Solyc01g109900* (also previously annotated as *Solyc01g099895*) (Supplementary Fig. 3). Transcriptional GFP reporters for *SlSGN3* and *SlCIF1* demonstrated a *SlSGN3* expression domain in the endodermis, inner cortex and exodermis, while the *SlCIF1* expression domain is in the vasculature as in *Arabidopsis*^6,7^ (Extended Data Fig. 3f). CRISPR/Cas9 mutant alleles revealed an interrupted CS as observed for *Arabidopsis sgn3* (Fig. 2d and Extended Data Fig. 3h)^33^. The exodermal PLC is not affected in these mutants (Fig. 2d and Extended Data Fig. 3h). These data collectively demonstrate that *SlSHR*, *SlMYB36*, *SlCASP1*, *SlCASP2* and *SlSGN3* are orthologues of *Arabidopsis* endodermal CS regulators, that endodermal differentiation is conserved between *Arabidopsis* and tomato, and that tomato exodermal PLC differentiation is genetically distinct from endodermal differentiation.

### Transcriptional repressors of exodermal differentiation

Mining of genes whose transcript abundance is enriched in the endodermis has been successful in identifying regulators of endodermal differentiation^5,33^. We utilized the same approach for the exodermis and focused on transcription factors from multiple families (MYB, NAC, AP2/ERF, MADS-BOX, HD-ZIP, WRKY, bHLH, Zinc finger C2H2 and HOMEOBOX) that are enriched in the exodermis^23^ (Supplementary Fig. 4). Of these, MYB transcription factors were attractive candidates given their known role in endodermal barrier production, secondary cell wall biosynthesis and lignin deposition^15,34–36^. We selected eight MYB family transcription factors for CRISPR/Cas9 mutagenesis and compared lignin deposition in wild type (*R. rhizogenes*-transformed with no binary plasmid) relative to independent mutant alleles of each transcription factor (Supplementary Table 1 and Extended Data Fig. 4). We additionally mutated 13 exodermal-enriched transcription factors (Supplementary Table 1 and Extended Data Fig. 4). A lignin phenotype was only observed for a mutant of a zinc finger C2H2 transcription factor family member, *Solyc09g011120* (Supplementary Fig. 5, Extended Data Fig. 5i–m and Supplementary Table 1, five independent hairy root alleles). Hairy root mutant alleles as well as *A. tumefaciens*-transformed mutant alleles of *Solyc09g011120* (herein *SlEXO1*) had ectopic lignin deposition in the form of a PLC in inner cortex cells in addition to a wild-type exodermal PLC (Fig. 3a,d,e and Extended Data Fig. 5). This phenotype suggests that *SlEXO1* represses PLC formation in an inner cortical layer and thus restricts barrier formation to exodermal cells (Fig. 3d,e). The root length of *slexo1-1* is additionally significantly shorter than that of wild type (Fig. 3c and Extended Data Fig. 6c), but leaf and overall shoot morphology is not affected (Extended Data Fig. 6a,b). Overexpression of *SlEXO1* supports its function as a repressor. In the line with the greatest overexpression, the exodermal PLC and suberization are absent, and with less *SlEXO1* overexpression, there is a decrease in lignin levels with deposition in exodermal cell corners along with occasional epidermal lignification (Fig. 3b,d,e and Extended Data Fig. 5a,n,o). *SlEXO1* overexpression additionally reduces root length (Fig. 3c and Extended Data Fig. 6c), and the shoot and leaves are smaller than the wild type (Extended Data Fig. 6b).

**Fig. 3:**
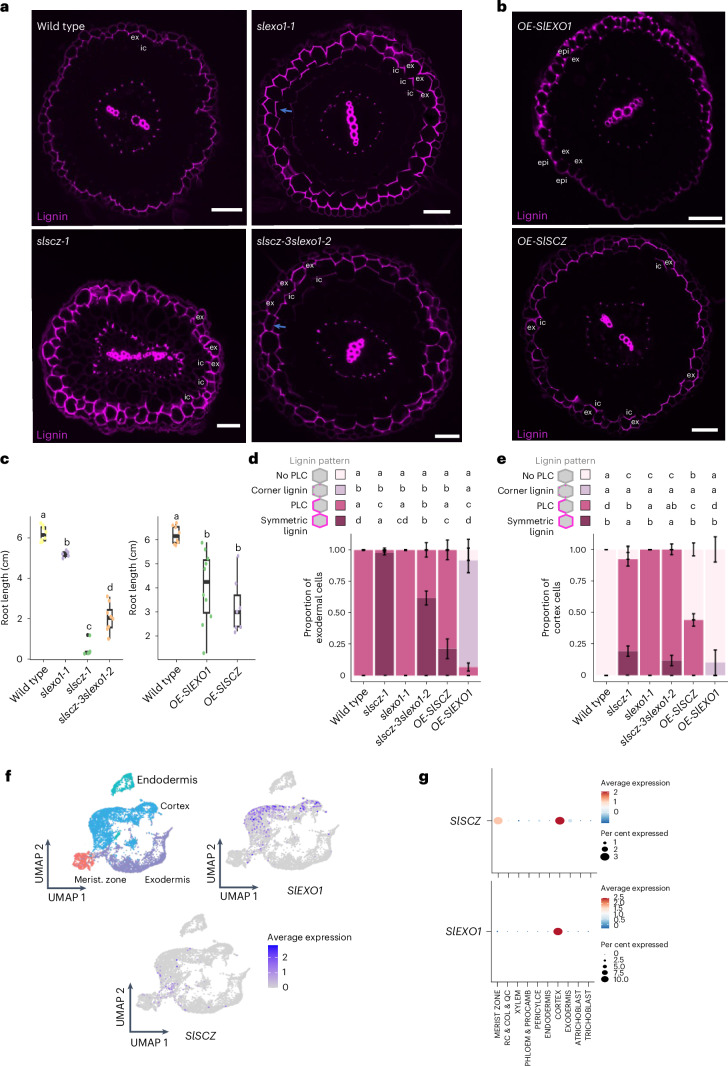
*SlEXO1* and *SlSCZ* repress lignification in the inner cortical layer(s). **a**, The *slexo1-1* mutant shows an additional PLC in the first inner cortical layer, while the *slscz-1* mutant shows additional PLC and occasional full lignification in cortex layers and non-polar lignification in the exodermis. The first inner cortex layer contains a PLC. The *slscz-3* *slexo1-2* double mutant shows reduced symmetric lignification compared with *slscz-1*. **b**, Overexpression of *SlEXO1* (*OE-SlEXO1*) reduces exodermal PLC and increases epidermal lignin. Overexpression of *SlSCZ* (*OE-SlSCZ*) causes ectopic lignification in some inner cortex cells. ic, inner cortex. Pink, lignin. **c**, Root length of wild type, the *slexol-1*, *slscz-1* and *slscz-3slexol-2* mutants, and *SlEXO1* and *SlSCZ* overexpressors (wildtype, *n* = 9; *slscz-1*, *n* = 6; *slexo1*, *n* = 5; *OE-SlEXO1*, *n* = 10; *OE-SlSCZ*, *n* = 7). Significance was determined using one-way ANOVA with post hoc Tukey HSD test; *P* < 0.05. Boxplots show median, 25th−75th percentiles (IQR), and minima and maxima (whiskers). **d**, Proportion of exodermal cells showing no PLC, corner lignin, the PLC and fully (symmetric) lignin in wild type, *slscz-1*, *slexo1-1*, *slscz-3* *slexo1-2*, *OE-SlSCZ* and *OE-SlEXO1* (wild type, *n* = 8; *slscz-1*, *n* = 8; *slexo1,* *n* = 6; *OE-SlEXO1*, *n* = 10; *OE*-*SlSCZ*, *n* = 12). Lignin (pink) patterns are represented in hexagons. Significance was determined using one-way ANOVA with a post hoc Tukey HSD test (*P* < 0.05). Error bars denote s.d. **e**, Proportion of inner cortex cells with no PLC, corner lignin, PLC and fully (symmetric) lignification in wild type, *slscz-1, slexo1-1, slscz-3slexo1-2*, *OE-SlSCZ* and *OE-SlEXO1* (wild type, *n* = 8; *slscz-1*, *n* = 8; *slexo1*, *n* = 6; *OE-SlEXO1*, *n* = 10; *OE*-*SlSCZ*, *n* = 12). Lignin patterns are represented in hexagons. Significance was determined using one-way ANOVA with a post hoc Tukey HSD test (*P* < 0.05). Error bars denote s.d. **f**, Uniform manifold approximation and projection (UMAP) of cortex/endodermis/exodermis cells re-embedded from the general projection (Extended Data Fig. 8e). *SlEXO1* is expressed in the cortex, and *SlSCZ* is expressed in the meristem, cortex and exodermis. Colour scale shows log_2_-normalized unique molecular identifier counts. **g**, Cell type-specific expression profiles for *SlEXO1* and *SlSCZ*. Dot size indicates the percentage of expressing cells and colours represent scaled average expression across developmental stages, with warmer colours indicating higher expression levels. RC, root cap; QC, quiescent centre; Col, columella; Procamb, procambium. All scale bars, 50 µm.

In addition to mining cell type resolution expression data, we selected candidate genes on the basis of their function in root ground tissue patterning and specification in *Arabidopsis*. From these, a heat-shock transcription factor *SCHIZORIZA* regulates asymmetric stem cell divisions and specification of root cortex cell identity^37,38^. In tomato, the cortex–endodermis initial cell gives rise to the endodermis, two inner cortical layers and the exodermis^29^. As the exodermis is the outermost cortex cell layer in tomato, we hypothesized that a tomato homologue of *AtSCZ* could regulate exodermal differentiation. A single putative homologue of *AtSCZ* exists within the tomato genome, *Solyc04g078770* (herein *SlSCZ*) (Supplementary Fig. 6). Two CRISPR/Cas9-edited alleles of *SlSCZ* and a previously published EMS allele, *brt-2* (ref. ^39^), have non-polar lignification (lignin coating all faces of the exodermal cell) in most, but not all exodermal cells (Fig. 3a and Extended Data Fig. 5a–e). When lignin is non-polarized in the exodermal layer, lignin in the inner cortical layer is polarly deposited (Fig. 3a,d,e). Independent hairy root mutant alleles have groups of lignified cells across multiple consecutive inner cortical layers, again with the innermost cell containing polar lignification (Extended Data Fig. 5b–e). While *slscz-1* roots also have a short root (Fig. 3c), the shoot is not affected (Extended Data Fig. 6). Ectopic lignin is also present in the endodermis and the vascular cylinder is asymmetrically organized (Fig. 3a and Extended Data Fig. 5a–e). Overexpression of *SlSCZ* (*OE*-*SlSCZ*) did not suppress exodermal lignification. Instead, the phenotype resembled weak *slscz* mutant alleles as completely lignified exodermal cells and inner cortex cells were identified (Fig. 3a,d,e and Extended Data Fig. 5g,h,s). Different from *slscz* alleles, root patterning was symmetrical (Fig. 3b and Extended Data Fig. 5g,h). The shoot of *OE*-*SlSCZ* showed no obvious morphological phenotypes (Extended Data Fig. 6).

Given the partial similarities between *slexo1-1* and *slscz-1*, we generated a double mutant to determine their genetic interaction. Multiple double mutant alleles have ectopic (non-polar) lignin in the exodermis, a PLC in the inner cortex and a shorter root (Fig. 3a,d,e and Extended Data Fig. 5p–r). In the exodermis, the symmetric lignin phenotype in *slscz* is partially suppressed by *slexo1* in the double mutant (Fig. 3d). Due to the similarity in the phenotypes for the polar lignin cap in the inner cortex layer, it remains challenging to determine whether these factors are acting additively or epistatically in controlling the exodermis PLC (Fig. 3e). The root length partial recovery in the double mutant demonstrates that *slexo1* partially suppresses the *slscz* short root (Fig. 3c). Exodermis cells are suberized at a later point in root development^23^, and ectopic suberization in inner cortex cells was observed in both single and double mutant alleles of *SlSCZ* and *SlEXO1* (Extended Data Fig. 7a–c), suggesting a change in cell identity of these inner cortex cells. *OE*-*SlSCZ* plants had suberin in inner cortex cells, while there is an absence of suberin in the exodermis and inner cortex in *OE*-*SlEXO1* plants (Extended Data Fig. 7a–c). *SlEXO1* and *SlSCZ* transcripts are enriched in cortex cells, and *SlSCZ* in meristematic cells (Fig. 3f,g and Extended Data Fig. 8e). Expression driven by the *SlEXO1* and the *SlSCZ* promoters fused to nuclear-localized GFP, as well as a translational reporter of SlSCZ (fused to citrine) correlated with the single-cell transcriptome sequencing data (Extended Data Fig. 8a–d).

### *SlSCZ* and *SlEXO1* have partially overlapping downstream regulation

*SlEXO1* and *SlSCZ* both repress the lignification of inner cortical cell layers, although *SlSCZ* probably does so in a dose-dependent manner given its overexpression phenotype. Their double mutant phenotype further demonstrates that they additively genetically interact (Fig. 3a). Given this genetic interaction and their collective increase in PLC presence and lignification, we conducted transcriptome profiling of two independent alleles each of *slexo1* and *slscz* hairy root mutants to identify their common downstream regulatory pathways. 

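The roots were hairy roots of the tomato cultivar M82 formed after infection with *Rhizobium rhizogenes*, and the controls were wild-type roots transformed without a vector. Each of the lines *slexo1-hr6*, *slexo1-hr7*, *slscz-hr5* and *slscz-hr12* and the wild type were represented by 3 libraries, giving 6 libraries per mutant genotype and 15 in all. RNA came from the terminal 3 cm of roots, and QuantSeq libraries were made, a method in which reads derive from the 3′ ends of transcripts. The authors pseudo-aligned trimmed reads to the ITAG 4.1 cDNA sequences with kallisto and deposited 1 table of estimated counts per gene without normalization. Between 4.02% and 5.39% of the values per library were not whole numbers, and counts were rounded before the tests. The wild-type libraries held between 3348822 and 8942819 counts (median 4492176), the *slexo1* libraries between 3883717 and 6020912 (median 5553618) and the *slscz* libraries between 2726538 and 5873678 (median 4274036). Of the 34688 genes in the table, 16189 passed edgeR's filterByExpr filter and were tested. Differences between the 3 genotypes were fitted in a single model of all 15 libraries with limma-voom after TMM normalization. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 1.3-fold. The table numbers the columns of every group 2 to 4. The sample labels number the wild-type samples 1 to 3, and for *slexo1-hr7* the titles count from 1 to 3 where the descriptions count from 2 to 4. Libraries are therefore named by their number in the table.
The transcripts of the edited genes were measured first. *SlEXO1* (Solyc09g011120) had between 1 and 27 counts per library, and its log2 fold change in *slexo1* was 0.57 (standard error 0.38, adjusted p = 0.384 from limma-voom). *SlSCZ* (Solyc04g078770) had between 15 and 53 counts per library, and its log2 fold change in *slscz* was 0.18 (standard error 0.29, adjusted p = 0.735 from limma-voom). Supplementary Table 1 lists mutations in exon 1 of *SlEXO1* and deletions reaching from exon 1 to exon 2 of *SlSCZ* in these lines, and no lower abundance of either transcript was detectable at this depth. The counts of the edited genes therefore neither check nor contradict the genotype labels.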

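In the principal components of log2 CPM over the tested genes, the 6 *slscz* libraries lay between 26.4 and 56.3 on PC1 and the 6 *slexo1* libraries between -46.5 and -26.2. The 3 wild-type libraries lay between -13.9 and -11.0 on PC1 and between 33.3 and 55.4 on PC2, and every mutant library lay between -24.2 and -2.19 on PC2. No library of one genotype fell within the area of another. The Euclidean distance of each library from the wild-type mean over all tested genes was 92.6 ± 7.15 (SD, n = 6 libraries) in *slscz* and 78.7 ± 4.83 (SD, n = 6) in *slexo1*. The difference of 13.9 was larger than the spread within either genotype, and every *slscz* library was farther from wild type than every *slexo1* library (exact permutation test, two-sided, p = 0.00216, the smallest p that 6 libraries against 6 allow). Within the plane of PC1 and PC2, the distances were 75.7 ± 8.05 (SD, n = 6) in *slscz* and 63.1 ± 7.15 (SD, n = 6) in *slexo1* (exact permutation test, two-sided, p = 0.0195). The mean distances per line, each over 3 libraries, were 80.8 in *slexo1-hr6*, 76.5 in *slexo1-hr7*, 92.6 in *slscz-hr5* and 92.5 in *slscz-hr12*. A comparison of 2 lines against 2 cannot reach a p-value below 0.333. The mean distance in *slscz* was 1.18 times that in *slexo1*, and between 1.08 times (without a filter on low counts) and 1.19 times (with the 500 most variable genes) under the 6 alternatives. Across the 15 fits that each left out 1 library, the difference stayed between 11.6 and 15.5. Distances of single libraries include the scatter within a genotype, where the mean distance between 2 libraries was 82.4 in *slscz* and 72.0 in *slexo1*. For genotype means with the sampling variance removed, the distance from wild type was 65.1 in *slscz* and 51.3 in *slexo1*.

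**Figure D1:**
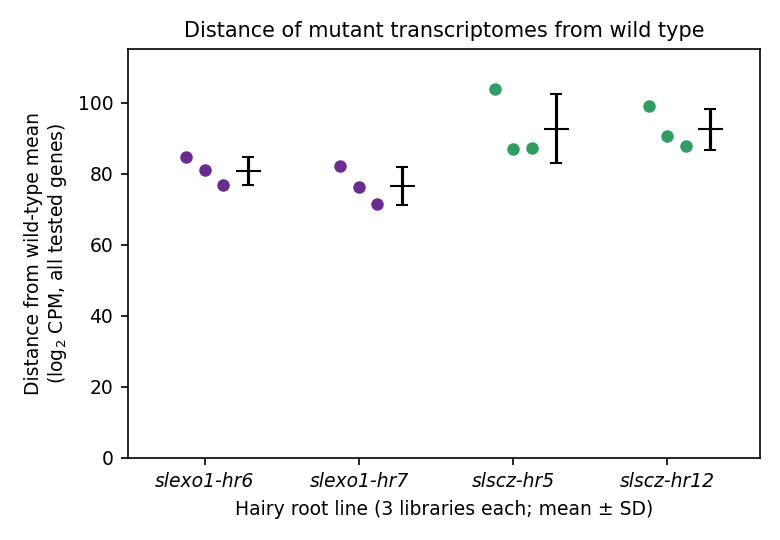
Euclidean distance of each mutant library from the wild-type mean over log2 CPM of the 16189 tested genes (vertical axis, log2 units) in the 4 hairy root lines. Points are single libraries in the order of their numbers, and bars give the mean ± SD of the 3 libraries of a line. The *slscz* libraries lie between 86.8 and 103.9, all above the *slexo1* libraries, which lie between 71.3 and 84.7.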

Principal component analysis (PCA) revealed that the transcriptomes of each of these genotypes are transcriptionally distinct (Fig. 4a). *slscz* transcriptomes were more divergent from wild type than *slexo1* (Fig. 4a). Differentially expressed genes (DEGs) were identified in both mutant backgrounds relative to wild type (false discovery rate (FDR) test <0.05) (Fig. 4c), with 71 genes representing common direct or indirect gene targets (Fig. 4b). 

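In *slexo1*, 1431 genes differed from wild type, 630 upregulated and 801 downregulated. In *slscz*, 2463 genes differed, 1108 upregulated and 1355 downregulated. The number of calls depended most on how a fold change of 1.3 is read. With a log2 fold change of at least 1.3 in place of a linear one, 204 genes were called in *slexo1* and 474 in *slscz*. It also depended on each of the 3 wild-type libraries. Of the genes called in *slexo1*, 855, 675 and 817 were still called without the wild-type library numbered 2, 3 or 4, in that order. The largest loss came without the library numbered 3, which has the most counts. Without it, 738 genes were called in *slexo1* and 1438 in *slscz*. The balance of directions in *slexo1* depended on the processing as well. Of its calls, 44.0% were upregulated, against 72.8% with library size only in place of TMM. Without the wild-type library numbered 2, 3 or 4, the share was 31.4%, 25.9% or 32.4%.
The 2 lists shared 501 genes, of which 167 were upregulated in both mutants, 203 were downregulated in both and 131 changed in opposite directions. With the log2 reading of the threshold, the overlap was 60 genes. Without the wild-type library numbered 2, 3 or 4 it was 304, 229 or 287 genes. Because both mutants were compared with the same 3 wild-type libraries, a shared direction arises in part without any common regulation. In 20 simulations, the changes in the mutants were independent of each other and the wild-type libraries were shared. In them, 142 to 180 genes were common and 53.9% to 67.9% of these changed in the same direction, against 73.9% of the observed overlap. Genes without a call were given no change, so these simulations can undercount common genes of either direction. Across all tested genes, the log2 fold changes of both mutants correlated at a Pearson r of 0.315, where genes are not independent replicates. In simulations without any change in the mutants the shared wild-type libraries alone gave a mean r of 0.659, with at most 1 gene called in either mutant. In the simulations with independent changes r lay between 0.202 and 0.243, with a mean of 0.221.
The genes below had the largest fitted changes among called genes whose mutant libraries all lay on the same side of all 3 wild-type libraries. They are known here by identifier only. Where one side had at most 3 counts, the fit does not rank the genes. A lower bound is then given, from the mean of the other side against 3 counts, without the spread of that mean. In *slexo1*, Solyc08g150141 was at least 7.39-fold and Solyc02g071950 at least 22.2-fold higher than in wild type, whose libraries held at most 3 counts of each. Solyc12g160080 was at least 6.62-fold lower in *slexo1*, with at most 3 counts in any of the 6 libraries, and Solyc05g014000 had a log2 fold change of -4.19 (standard error 0.68, adjusted p = 4.87e-04 from limma-voom). In *slscz*, Solyc01g103320 was at least 9.97-fold higher than in wild type, which had 0 counts, and Solyc09g064750 was at least 13.4-fold lower, with at most 1 count in any *slscz* library. Solyc06g150109 had a log2 fold change of -6.01 in *slscz* (standard error 0.68, adjusted p = 4.95e-06 from limma-voom). Solyc01g103340 had a log2 fold change of 5.57 in *slscz* (standard error 1.86, adjusted p = 0.0436 from limma-voom), and 10 of the 15 fits that each left out 1 library no longer called it. Its counts still separated *slscz* from wild type, with 134 to 320 per *slscz* library and 4 to 7 per wild-type library. Mean CPM was 54 ± 6.74 (SD, n = 6) in *slscz* and 1.15 ± 0.28 (SD, n = 3) in wild type. The standard error comes from a fit of all 15 libraries, in which this gene varied widely within *slexo1*. On a log2 CPM scale with a small constant added, it ranged from 1.16 to 5.99 in *slexo1* and from 5.58 to 6.07 in *slscz*. Solyc02g071950 was also called higher in *slscz* (adjusted p = 0.0136 from limma-voom). In *slexo1*, Solyc01g103320 was also called higher (adjusted p = 0.00851), and Solyc09g064750 (adjusted p = 0.0203) and Solyc06g150109 (adjusted p = 0.00454) lower. Leaving out 1 library in turn removed these calls in 3, 3, 5 and 1 of 15 fits, in that order. The other genes named here were not called in the other mutant (adjusted p from 0.0839 to 0.687). From the genes called in both mutants relative to wild type, the paper states that they represent common direct or indirect targets of *SlEXO1* and *SlSCZ*.

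**Figure D2:**
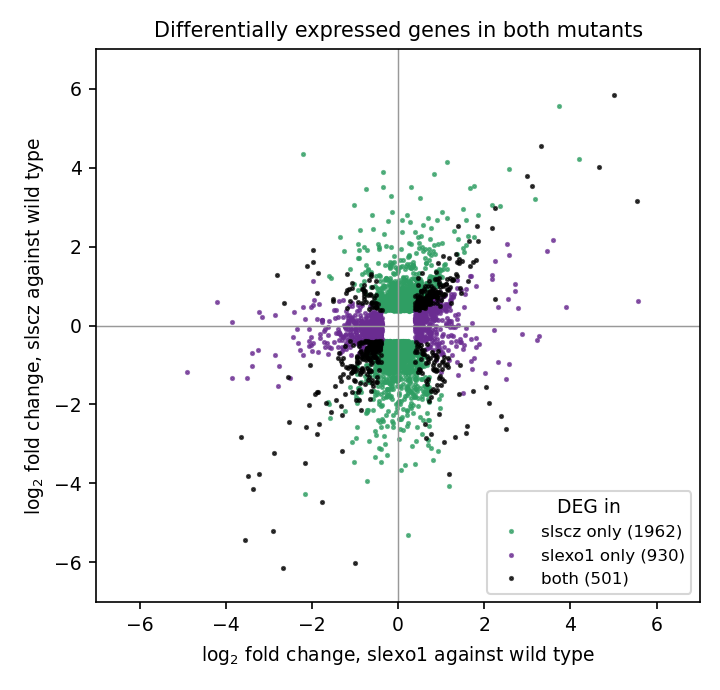
Log2 fold change against wild type in *slexo1* (horizontal axis) and in *slscz* (vertical axis) of the 3393 genes called in at least 1 mutant. Points are genes, black for the 501 called in both mutants, purple for the 930 called only in *slexo1* and green for the 1962 called only in *slscz*. The upper right and lower left parts hold the 370 common genes that changed in the same direction.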

From the collective upregulated genes, 32 are expressed in the exodermis according to single-cell transcriptome sequencing data^24^ and 5 are commonly upregulated in both mutants (Fig. 4d). These 32 genes are enriched for phenylpropanoid and lignin metabolism or biosynthesis Gene Ontology (GO) categories (FDR test <0.01, Fig. 4e) and are probably involved in the regulation, biosynthesis or polymerization of lignin in the exodermal PLC.

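All 32 genes listed in Fig. 4d are in the count table, and 29 of them passed the filter on low counts. Upregulation in the genotype under which the figure lists them was called by limma-voom for 24 genes with adjustment over all genes tested, and for 28 genes adjusted over the list alone. Neither count is independent evidence, and nor are the directions within each block below, since the study chose the list on these samples. Of the 5 genes shaded as common, 2 were called in both mutants. Of the 8 genes shaded as upregulated in *slexo1*, 4 were called in *slexo1*, and of the 19 shaded as upregulated in *slscz*, 18 were called in *slscz*. The median log2 fold change of the 18 tested *slscz* genes was 1.55 in *slscz*, with a range from 1.22 to 2.95, and in each of these 18 genes every *slscz* library exceeded every wild-type library. In *slexo1*, their median was 0.29. The 7 tested *slexo1* genes had a median of 2.09 in *slexo1*, with a range from 0.30 to 2.64. In *slscz* these 7 genes split, with 4 above 0 and a range from -0.94 to 2.04. Their median of 1.46 in *slscz* was the value of Solyc12g006110, the only 1 of them called there. In the direct comparison, 3 of these 7 were called lower and 1 higher in *slscz* than in *slexo1*, and 3 were not called. The 3 genes that were not tested are Solyc07g007800, Solyc05g052370 and Solyc02g093070. Their largest counts in any library were 9, 12 and 15. Without any filter, 29 of the 32 genes were called in their stated genotype. Without the wild-type library numbered 2, 3 or 4, the number fell to 19, 13 or 18.

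**Figure D3:**
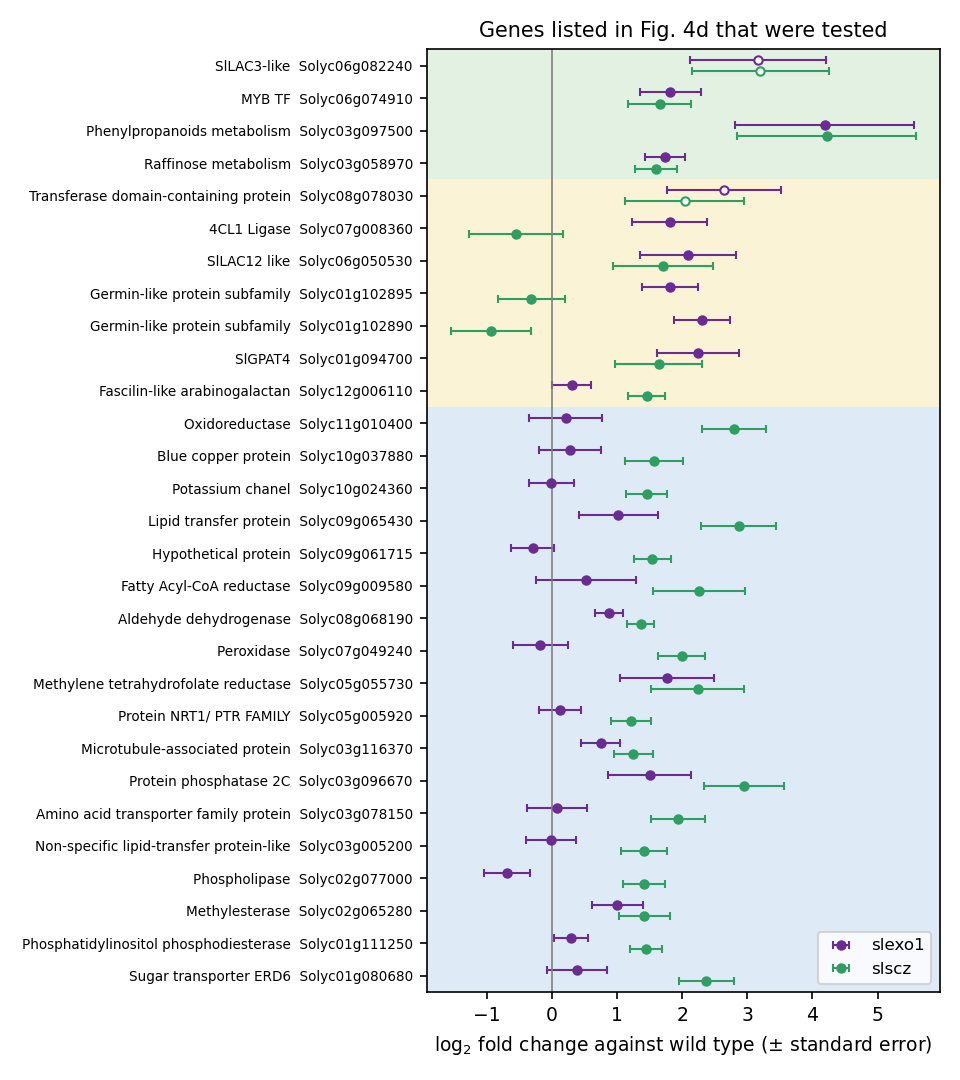
Log2 fold change against wild type (horizontal axis) of the 29 tested genes of Fig. 4d in *slexo1* (purple) and *slscz* (green), with bars for the standard error from limma-voom. Background colours give the shading of Fig. 4d, green for common genes, yellow for *slexo1* and blue for *slscz*. Open circles mark the genes with at most 3 counts in every wild-type library, whose fitted values are no measure of the size of the change. In the blue block, all 18 genes lie above 0 in *slscz*, between 1.22 and 2.95.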

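Genes that Fig. 4d names after steps of lignin or phenylpropanoid metabolism were mostly measured at low counts. The 4CL1 ligase Solyc07g008360, an enzyme that activates phenylpropanoid precursors of lignin, had 3 to 9 counts in the wild-type libraries and a log2 fold change of 1.81 in *slexo1* (standard error 0.57, adjusted p = 0.0475 from limma-voom). Leaving out 1 library in turn removed this call in 11 of 15 fits. In *slscz*, its log2 fold change was -0.55 (adjusted p = 0.658 from limma-voom), and the difference of -2.36 between the mutants passed the threshold (adjusted p = 0.00152). For the laccase SlLAC12-like Solyc06g050530, the adjusted p from limma-voom was 0.0767 in *slexo1* at a log2 fold change of 2.09 (standard error 0.74), with all 6 *slexo1* libraries above the wild-type libraries. In *slscz*, its log2 fold change was 1.70 (standard error 0.77, adjusted p = 0.140 from limma-voom), and the mutants differed by -0.39 (adjusted p = 0.535). The laccase SlLAC12-like Solyc05g052370 had at most 1 count in any wild-type library, 3 to 12 counts in the *slexo1* libraries and 0 to 8 counts in the *slscz* libraries. Its mean in *slexo1* was 2.12-fold above a wild-type floor of 3 counts, and the change was not tested. The peroxidase Solyc07g049240 had a log2 fold change of 1.99 in *slscz* (standard error 0.36, adjusted p = 6.52e-04 from limma-voom) and of -0.18 in *slexo1* (adjusted p = 0.838). SlGPAT4 (Solyc01g094700), an acyltransferase of suberin and cutin synthesis, had a log2 fold change of 2.25 in *slexo1* (standard error 0.63, adjusted p = 0.0268 from limma-voom), and 3 of the 15 fits that each left out 1 library did not call it. In *slscz*, its log2 fold change was 1.64 (standard error 0.66, adjusted p = 0.0967 from limma-voom), with every *slscz* library above every wild-type library, and the mutants differed by -0.61 (adjusted p = 0.217). The GO categories of Fig. 4e were not analysed here.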

**Fig. 4:**
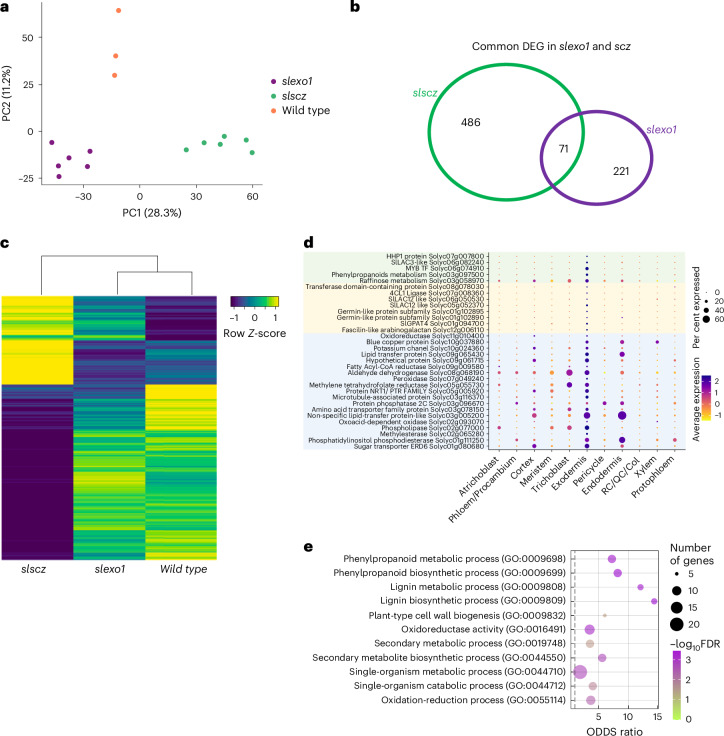
*SlEXO1* and *SlSCZ* transcriptionally regulate distinct and overlapping genes. **a**, PCA of wild type (orange), *slscz* (green) and *slexo1* (purple) of *R. rhizogenes*-transformed root transcriptomes. The first two dimensions contribute to 39.5% of the observed variation. The transcriptomes of these genotypes are distinct in PC1 and PC2. **b**, Venn diagram indicating the common and uniquely DEGs in two independent *slexo1* mutant alleles and two independent *slscz* mutant alleles (FDR = 0.05; fold change ± 1.3) relative to wild type. **c**, Heat map indicating significantly DEGs in each genotype (with *slexo1* and *slscz* representing DEGs in two independent alleles each) relative to wild type. Colour intensity represents the row-normalized *z*-score. Rows are clustered with Pearson correlation and columns with Spearman correlation. **d**, Cell type or tissue-enriched expression profiles for upregulated genes (FDR < 0.05) in *slexo1* and *slscz* mutants. Dot size indicates the percentage of expressing cells and colours represent scaled average expression across developmental stages, with purple colours indicating higher expression levels. Common upregulated genes in *slexo1* and *slscz*, upregulated genes in *slexo1* and upregulated genes in *slscz* are highlighted in green, yellow and blue. **e**, Enriched GO terms for upregulated exodermis-expressed genes in *slexo1* and *slscz-1* (from **d**) relative to wild type.

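Over the 16189 tested genes, centred and not scaled, PC1 held 34.4% and PC2 12.1% of the variation between the 15 libraries, 46.4% together. With each gene scaled to unit variance, the shares were 26.6% and 13.2%, together 39.8%. With all genes that have at least 1 count in place of the filtered set, both components together held 30.1%. PC3 held 9.74%.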

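In the Venn comparison, 930 genes were called only in *slexo1* and 1962 only in *slscz*. Without the wild-type library numbered 3 these counts were 509 and 1209, and with a log2 fold change of at least 1.3 they were 144 and 414. A gene called in a single mutant need not differ between the mutants, so the difference was also tested directly. Of the genes called only in *slexo1*, 585 differed between *slscz* and *slexo1* in that test, and of those called only in *slscz*, 1408 did. The direct test called 3848 genes in all, 1774 higher and 2074 lower in *slscz* than in *slexo1*. Each line was also compared with wild type on its own. The numbers of genes called were 1447 in *slexo1-hr6*, 777 in *slexo1-hr7*, 1922 in *slscz-hr5* and 1695 in *slscz-hr12*. Leaving out 1 library in turn gave, in the same order, 778 to 1733, 310 to 982, 1243 to 2163 and 866 to 1756 genes. Over the 3393 genes called in either mutant, the genotype means of log2 CPM had a Spearman correlation across genes of 0.950 between *slexo1* and wild type, 0.913 between *slscz* and wild type and 0.894 between the mutants, where genes are not independent replicates. These values mostly reflect how strongly each gene is expressed. After scaling each gene to z-scores over the 3 means, the values were -0.32 between *slexo1* and wild type, -0.54 between *slscz* and wild type and -0.55 between the mutants. The 3 z-scores of a gene sum to 0, which by itself makes such correlations negative.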

### The exodermal and endodermal barriers are mineral ion checkpoints

The endodermal Casparian strip plays an important role in regulating the leaf ionome, consistent with the Casparian Strip as a selective barrier for mineral ion uptake from the cortex to the vasculature and vice-versa^4,15,33,40^. In tomato, both the exodermis and endodermis have apoplastic barriers, leading to the question of whether each barrier has selective control of different ions. We tested this hypothesis by ionome profiling of the tomato shoot in the *slmyb36-1* mutant (CS absence but a wild-type exodermal PLC), the *slexol-1* mutant (no defects in the CS and a PLC in the first inner cortical layer) and the *slscz-1-1* mutant (strong lignification in the exodermis and ectopic lignin in inner cortex cells and the endodermis) (Fig. 5a). Leaves of 4-week-old plants were analysed for their elemental composition using inductively coupled plasma–mass spectrometry (ICP–MS) (Fig. 5b,c). PCA revealed that *slmyb36-1* and *slscz-1* have different ionome profiles than wild type, but the *slexol-1* mutant ionome is more similar to that of wild type (Fig. 5b). Except for lithium, the levels of all ions tested showed no significant differences in *slexo1-1* relative to wild type (one-way analysis of variance (ANOVA), *P* < 0.05). Leaves of *slmyb36-1* accumulate significantly increased sodium (Na), strontium (Sr), rubidium (Rb), calcium (Ca), magnesium (Mg) and lithium (Li) (Fig. 5c and Extended Data Fig. 9). The *slscz-1* ionome accumulated increased levels of sodium (Na), rubidium (Rb) and lithium (Li) and decreased levels of potassium (K), zinc (Zn) and manganese (Mn) (Fig. 5c and Extended Data Fig. 9). Thus, the PLC(s) in *slmyb36-1* does not completely compensate for the absence of the CS, and *slscz-1* with increased lignin displays perturbed leaf ion content, demonstrating that these barriers have unique and overlapping roles in selective mineral ion uptake.

**Fig. 5:**
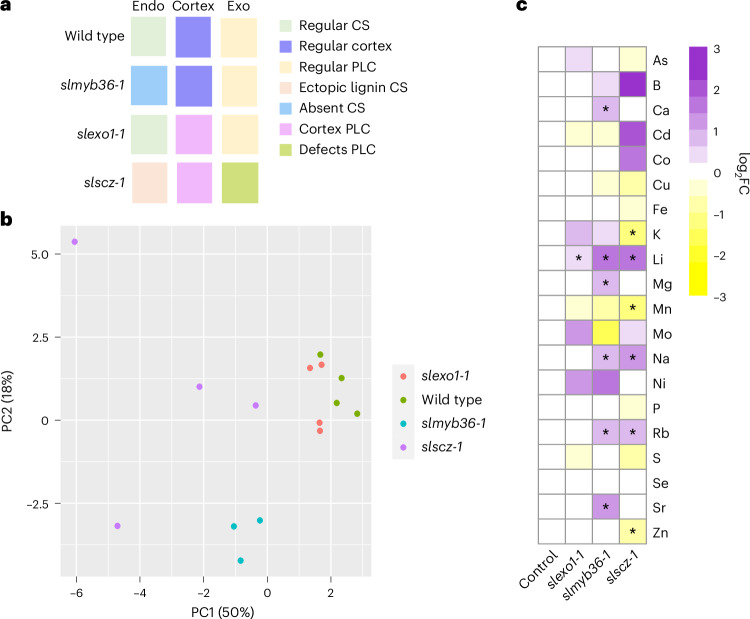
The exodermal PLC barrier does not compensate for the endodermal Casparian strip. **a**, Schematic representation of wild type, *slmyb36-1*, *slexo1-1* and *slscz-1* lignin in the endodermis, cortex and exodermis. **b**, PCA of 20 mineral ions within wild-type, *slmyb36-1, slexo1-1* and *slslscz-1* mutant plants (*n* = 4 for *slscz-1*, *slexo1-1* and wild type; *n* = 3 for *slmyb36-1*). Considerable variation exists between the ionome of the *slscz-1* and *slmyb36-1* mutants. **c**, log_2_ fold change (FC) of ions relative to wild type. Heat map indicates the relative abundance of ions. Statistical significance was determined using one-way ANOVA; *P < 0.05.

## Discussion

The acquisition of multicellularity required the formation of intercellular barriers to control communication and transport. The best characterized of these in plants is the endodermal CS^1,19,41^. The CS is composed of polymerized lignin that has impregnated the primary cell wall (apoplast) and middle lamellae^1–3,12,19,42–44^. Here we demonstrate that the tomato exodermal barrier is a lignified cell wall that seals the exodermal intercellular and epidermal–exodermal apoplastic space in a polar fashion. Although this structure serves as an apoplastic barrier dependent on its lignin composition, it is not centrally localized, as is the case for CS.

Despite this convergence in function, distinct regulatory mechanisms are responsible for the tomato endodermal CS and the exodermal PLC. Mutant alleles of *SlSHR*, *SlMYB36*, *SlSGN3* and *SlCASP* have defects in endodermal specification and differentiation, but no changes in the PLC. The mostly similar endodermal phenotypes suggest conservation in their function, although there are notable differences. Mutation of tomato *slshr* reduces the number of ground tissue layers and perturbs radial symmetry of the ground tissue and vasculature. In the upper part of the root, a disorganized Casparian strip-like structure and ectopic lignin are observed in an inner cortex layer. These additional phenotypes could reflect expanded and diverse function of *SlSHR* in this species. The *slmyb36* mutant has a complete absence of endodermal lignin (Fig. 2c), while the *atmyb36* mutant has ectopic lignin at endodermal cell corners. The phenotype observed in tomato could only be achieved in *Arabidopsis* when both *AtMYB36* and *AtSGN3* genes were mutated^17^. It is possible that *SlMYB36* controls the expression of *SlSGN3* in tomato. A mutant phenotype was observed when the tomato *slsgn3* was mutated (Fig. 2d), suggesting that a surveillance integrity mechanism does exist in tomato, although it is not necessary to compensate for a lack of the endodermal CS. This could be due to the presence of the PLC as an additional apoplastic barrier rendering this mechanism redundant in tomato. Whether this remains true for other plant species with an exodermis remains to be seen.

We identified two transcription factors that control polar lignin cap deposition and exodermal cell fate specification. *SlSCZ* regulates the polar deposition of lignin in the exodermis via genetic interaction with *SlEXO1* (Fig. 3a,d). 

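The tests of each mutant against wild type do not show whether a gene differs between the mutants, so the 19 exodermis-expressed genes listed in Fig. 4d as upregulated in *slscz* were also compared between *slscz* and *slexo1*. Of the 18 that passed the filter on low counts, 15 were called higher in *slscz* than in *slexo1*, and 16 when adjusted over the list alone, a list that the study chose on these samples. The median log2 difference was 1.46, with a range from 0.42 to 2.58. The oxidoreductase Solyc11g010400 had the largest difference, 2.58 (adjusted p = 8.11e-06 from limma-voom). The genes without a call in the direct test were the methylene tetrahydrofolate reductase Solyc05g055730, at 0.47 (adjusted p = 0.360 from limma-voom), the methylesterase Solyc02g065280, at 0.42 (adjusted p = 0.223), and the microtubule-associated protein Solyc03g116370, at 0.50 (adjusted p = 0.0579). The aldehyde dehydrogenase Solyc08g068190 was higher in *slscz* than in *slexo1* by a log2 difference of 0.48 (adjusted p = 0.0120 from limma-voom), and it was upregulated in *slexo1* as well, by 0.88 (adjusted p = 0.0103), a call that 2 of the 15 fits leaving out 1 library did not make. The fascilin-like arabinogalactan gene Solyc12g006110, which Fig. 4d shades for *slexo1*, had a log2 fold change of 1.46 in *slscz* (standard error 0.28, adjusted p = 0.00109 from limma-voom) and of 0.30 in *slexo1* (adjusted p = 0.569), and the direct difference was 1.15 (adjusted p = 2.11e-04).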

Exodermally expressed genes that are uniquely upregulated in *slscz* are candidates to determine asymmetry in lignin deposition (Fig. 4d). Both *SlSCZ* and *SlEXO1* repress the PLC and probably, exodermal cell fate specification in the inner cortex layer as observed by the presence of the PLC and suberin in the inner cortex layers (Fig. 3a, and Extended Data Figs. 5 and 7). *SlEXO1* is also sufficient to act as a repressor of exodermal lignification and suberization, potentially via *SlMYB92* (ref. ^24^) in a dose-dependent manner (Extended Data Fig. 5), although we were unable to determine whether *SlEXO1* and *SlSCZ* genetically interact. The five exodermally expressed genes that are commonly upregulated in the *slexo1* and *slscz* mutants are candidates for polar lignin cap deposition within the exodermis (Fig. 4d). 

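Of these 5 genes, 2 were called in both mutants by limma-voom. The gene named for raffinose metabolism, Solyc03g058970, had between 33 and 54 counts in the wild-type libraries and log2 fold changes of 1.74 in *slexo1* (standard error 0.31, adjusted p = 0.00119 from limma-voom) and 1.60 in *slscz* (standard error 0.32, adjusted p = 0.00148). Without the wild-type library numbered 3, the adjusted p in *slscz* was 0.0585. The MYB transcription factor gene Solyc06g074910 had between 2 and 5 counts in the wild-type libraries and log2 fold changes of 1.82 in *slexo1* (standard error 0.47, adjusted p = 0.0169 from limma-voom) and 1.66 in *slscz* (standard error 0.48, adjusted p = 0.0215). Both calls were lost without the wild-type library numbered 3. SlLAC3-like (Solyc06g082240) had at most 1 count in any wild-type library, 2 to 18 counts in the *slexo1* libraries and 1 to 11 in the *slscz* libraries. Its mean in *slexo1* was 2.81-fold above a wild-type floor of 3 counts, without a call (adjusted p = 0.0579 from limma-voom). In *slscz*, the mean was 2.37-fold above that floor, and the gene was called (adjusted p = 0.0416 from limma-voom). That call was not made in 7 of the 15 fits leaving out 1 library. For Solyc03g097500, named for phenylpropanoid metabolism, log2 fold changes were 4.19 in *slexo1* (standard error 1.37, adjusted p = 0.0555 from limma-voom) and 4.22 in *slscz* (standard error 1.38, adjusted p = 0.0394). Leaving out 1 library in turn moved them to between 2.21 and 5.08 in *slexo1* and between 2.24 and 5.10 in *slscz*, and the call in *slscz* was lost in 4 of the 15 fits. HHP1 (Solyc07g007800) was not tested, with at most 1 count in any wild-type library, at most 9 in *slexo1* and at most 7 in *slscz*. With edgeR's quasi-likelihood test or with DESeq2 in place of limma-voom, 4 of the 5 genes were called in both mutants. None of the 4 tested genes was called in the direct comparison of *slscz* with *slexo1*, where their log2 differences lay between -0.16 and 0.04 and the smallest adjusted p was 0.648 (Solyc03g058970). None of them had an unadjusted p under 0.05 in that comparison.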

A proposed model for *SlSCZ* and *SlEXO1* function is presented in Extended Data Fig. 10. Partial suppression of the *slscz* root length phenotype by *slexo1* was also observed (Fig. 3c), although it is unknown how these genes regulate root length. The exodermal defects may reflect their function within the root stem cell niche with a concomitant influence on root length. Alternatively, these two genes may function in distinct developmental contexts.

Genetic perturbation of the endodermal CS alone (*slmyb36-1*) demonstrates that the exodermal PLC cannot fully functionally compensate for the mineral ion barrier function of the CS. Extra lignin in the inner cortical layer of *slexo1-1* did not result in substantial changes in element uptake, showing that in this case, the extra lignin does not act as an additional functional barrier. The symmetric exodermal lignin and inner cortical PLC in the *slscz-1* mutant did function as a barrier perturbing accumulation of unique ions including Zn, Mn and K. A mutant with a complete absence of the exodermal PLC remains to be identified and is necessary to completely delineate the roles of each of these barriers.

In addition to acting as an additional checkpoint for the uptake of mineral nutrients, the exodermal PLC may influence how the root interacts with other abiotic and biotic stimuli. Tolerance of higher ion concentrations in the soil matrix including salinity has been associated with the exodermis^45^ and it may even affect mechanical strength as reported for other root cell types^46^. A breeding advantage may be conferred by the consecutive PLCs of *slexo1-1* in tolerance of higher ion concentrations in the soil matrix or rhizosphere as result of restriction in water availability or high salinity as was reported for a species with a multilayered exodermis^45^. The *Arabidopsis* *scz* mutant is resistant to root knot nematodes^47^ and the same has been speculated for the tomato allele^39^. The tomato exodermal and endodermal barriers could also be selectively modulated for increased symbiosis or resistance to other pathogens^48^.

How common is an exodermal barrier of this shape, composition and function across angiosperms? In addition to our findings in several Solanaceous and a *Solanum* species, an exodermal PLC was described in *Vinca minor*^20^. Barriers of other shapes have been described including a reversed PLC (Y-shape) in *Iris germanica*, and one that resembles a broadened CS in *Trillium grandiflorium*, sugarcane, onion and barley roots^20,45,49^. Plant species with a multiseriate (multilayered) exodermis^21^ resemble these mutant phenotypes. The *AtSCZ* gene regulates cortex cell identity in *Arabidopsis*^37,38^. Given its expression in the meristem, *SlSCZ* may have evolved to regulate cortex cell layer patterning (Fig. 3a). It is intriguing to speculate that *SlSCZ* and *SlEXO1* may enable flexibility in cortex layer number, as well as in restricting exodermal or inner cortical identity, given the suberin deposition in the *slscz* and *slexo1* mutants along with the PLC. These findings have shifted our understanding of the modes by which water and nutrients are taken up and move through the plant root apoplast. The evolutionary origin, underlying molecular determination and function of exodermal barriers dependent on morphology are all exciting questions that remain to be answered. Such flexibility may have influenced how plant roots cope with dynamic and diverse environments and may provide clues as to how to make plants more resilient.

## Methods

### Plant material and growth conditions

*S. lycopersicum* (cv. M82, LA3475) seeds were surface sterilized with 70% ethanol for 5 min and then treated with commercial bleach (70%) for 20 min. Seeds were subsequently washed three times with deionized water. Seeds were transferred to 12 cm × 12 cm plates containing 4.3 g l^−1^ Murashige and Skoog medium (Caisson), 0.5 g l^−1^ MES pH 5.8 and 10 g l^−1^ agar (Difco). Plates were placed in a 23 °C growth chamber for 7–10 days with 16 h of light and 8 h of dark per day. All sections are from 5–6-day-old plants. Alternatively, plants were transferred to soil and placed in a growth chamber at 22 °C with 16/8 h of light/dark conditions. The soil used was Sunshine Mix #1 (Sun Gro Horticulture) irrigated with a complete fertilizer with an N-P-K macronutrient ratio of 2:1:2 in deionized water with no boron.

### Molecular cloning

For the transcriptional fusions, a region of 2–3 kb upstream of the ATG was selected as the promoter region. This PCR fragment was subcloned into D-TOPO entry vector (Fisher Scientific, 450218). The D-TOPO clone containing the promoter fragment was recombined using an LR reaction into the vector pMK7FNFm14GW^50^ using the LR Gateway cloning system (Thermo Fisher).

For the translational fusions, a region of 2–3kb upstream of the ATG was selected as the promoter region. This fragment was cloned in 5 primeTOPO (Thermo Fisher, 591-20), the coding sequence was cloned in D-TOPO (Fisher Scientific, 450218) and the mCitrine cloned in P2P3 Gateway vector (the P2P3 with mCitrine vector was kindly provided by the lab of Niko Geldner). All three vectors were recombined using multisite LR Gateway cloning into the destination vector pB7m34GW^51^. For the SCZ overexpressor, the D-TOPO vector with coding sequence of *SlSCZ* was recombined in pGWB417 Gateway vector. For the SlEXO1 overexpressor, the complementary (c)DNA including the 5′ and 3′ regions was cloned in the D-TOPO vector and recombined in pGWB402 Gateway vector. Primers used are found in Supplementary Table 3.

### *Rhizobium rhizogenes* transformation

‘Hairy root’ transformation with *R. rhizogenes* (ATCC, 15834) was conducted according to ref. ^52^. Cotyledons from 7–10-day-old plants were cut and immersed immediately in a suspension of *R. rhizogenes* containing the desired binary vector. Cotyledons were then floated on sterile Whatman filter paper and co-cultivated in the dark on MS agar plates (1× vitamins, 3% sucrose, 1% agar) for 3 days at 25 °C in the dark without antibiotic selection. Cotyledons were then transferred to a selective plate (MS with 200 mg l^−1^ cefotaxime, 50 mg l^−1^ kanamycin). Thirty independent antibiotic-resistant roots were subcloned for each transgenic line for future analyses with cefotaxime+kanamycin for 2 rounds of subcloning and maintained in media with cefotaxime after that period.

### *Agrobacterium tumefaciens* transformation

The UC Davis Plant Transformation Facility generated transgenics using *A. tumefaciens* and tissue-culture-based protocols.

### Generation of CRISPR/Cas9-edited constructs for the hairy root mutant screen

Target guide RNAs were designed using the CRISPR-PLANT web tool (https://www.genome.arizona.edu/crispr/CRISPRsearch.html). In cases where CRISPR-PLANT did not specify at least three guides with GC content between 40 and 60%, guides were designed with CRISPR-P V2 (http://crispr.hzau.edu.cn/cgi-bin/CRISPR2/CRISPR) using the U6 snoRNA promoter with <3 mismatches within the target gene coding sequence. Genomic sequences (ITAG3.2) were retrieved from Phytozome (https://phytozome-next.jgi.doe.gov/) and gene maps were constructed with SnapGene. Primers for genotyping were designed with Primer-BLAST software (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). Primer specificity was checked against *S. lycopersicum* using blast in Phytozome (Supplementary Table 2). The guide RNA was cloned using a method adapted from ref. ^53^. In summary, oligos containing the sgRNA PAM sequence were phosphorylated and ligated into pYPQ131-3 vectors and recombined into p278 via Gateway cloning. A p278 vector containing all 3 gRNA expression cassettes was then recombined by Gateway cloning into a pMR286 vector containing Cas9 and Kan resistance expression cassettes^54^. The final CRISPR vector was introduced into *R. rhizogenes* (hairy roots) and *A. tumefaciens* (stable lines) to generate transgenics.

### Relative gene expression levels in overexpressor lines

The primers for *SlSCZ* and *SlEXO1* genes were designed using Primer3 (https://primer3.org/) (Supplementary Table 4). An internal control gene and associated primers were selected for *Expressed* gene (Solyc07g025390)^55^. To test for PCR amplification efficiency, we followed the standard dilution curves method for qPCR using the wild-type cDNA sample. All qPCRs were performed using the Luna Universal One-Step RT–qPCR kit (NEB Ref E3005S), VWR PCR plate, 96-well low-profile, full-skirted (Ref 82006-704) and the CFX384 Real-time System (BIO-RAD).

### Histochemistry and imaging

Hairy roots of transcriptional fusions (*SlCASPs, SlSGN3, SlCIF, SlEXO1* and *SlSCZ*) were imaged using a Zeiss LSM700 confocal microscope (water immersion, ×20 objective) with excitation at 488 nm and emission at 493–550 nm for GFP for mCitrine, and excitation at 555 nm and emission at 560–800 nm for autofluorescence. For the SlSCZ:GFP transcriptional fusion and the *SlSCZ*-mCitrine translational fusion images within the meristematic zone, hairy roots were cleared in Clearsee solution for 2 weeks^56^, stained with calcofluor white for 30 min, washed twice and visualized using a Zeiss Observer Z1 fluorescent microscope. The same protocol was used to image the stable lines of the translational fusion constructs (*SlCASP1p*::SlCASP1-mCitrine and *SlCASP2p*::SlCASP2-mCitrine) and the *slcasp1* *slcasp2* stable CRISPR mutant.

For root sections and their staining, 1 cm root segments were embedded in 3% agarose and sectioned using a vibratome (Leica, VT1000 S) to produce 150–200-µM-thick sections. The sections were then cleared and stained in Clearsee solution with basic fuchsin (Fisher Scientific, 632-99-5) for 30 min, followed by two washing steps in Clearsee solution only. As indicated in the figures, in some cases, the basic fuchsin staining was followed by calcofluor white (PhytoTechnology, 4404-43-7) staining for 30 min and then by two washing steps in Clearsee solution. Imaging of cellulose and lignin was performed using a Zeiss LSM700 laser scanning microscope with the ×20 objective. For basic fuchsin: 550–561 nm excitation and 570–650 nm detection were used. Root samples were mounted in ClearSee solution^56^ and scanned and imaged using the Zeiss Observer Z1 (×20 or ×40 objective). The following settings were used: 550–561 nm excitation and 570–650 nm detection for basic fuchsin, and 405 nm excitation and 425–475 nm detection for calcofluor white. For suberin detection with fluorol yellow, root sections were taken 1 cm below the hypocotyl junction and embedded in 3% agarose. Sections were done as previously described. Fluorol yellow staining was done as in ref. ^57^. Confocal laser scanning microscopy was performed on a Zeiss Observer Z1 confocal 698 with the ×20 objective and GFP filter (488 nm excitation, 500–550 nm emission).

### ICP–MS

Seeds from *myb36-1, slexo1-1, slscz-1* and wild-type M82 were germinated in 1% MS+1% sucrose square plates; 6 days after germination, they were transferred to pots in soil. Four plants per genotype were randomized on a tray and watered two times a week with fertilized water for 1 month. The same portion of the compound leaf was collected from each plant and dried in a Falcon tube in a 60 °C oven for 12 h. Dried tissue was homogenized with a mortar and pestle, and the dried powder was weighed for further analyses. The powder was digested in concentrated nitric acid for 3 h at 100 °C. After digestion, nitric acid was evaporated at 80–100 °C. The same volume of 2% nitric acid was added to each sample. The standards for the 20 elements were from Sigma Aldrich (01969-100ML-F, 01932-100ML, 19051-100ML-F, 36379-100ML-F, 30329-100ML-F, 68921-100ML-F, 06335-100ML, 12292-100ML, 30083-100ML-F, 74128-100ML, 68780-100ML, 00462-100ML, 28944-100ML-F, 38338-100ML, 01444-100ML, 18021-100ML, 50002-100ML, 75267-100ML) and Fisher Scientific (CLZN22M, CLFE2-2Y) and were prepared in a dilution series. Samples were analysed in a Perkin Elmer ICP–MS. Calibration curves were made using the standards, and the amount (parts per million) was calculated on the basis of the calibration curve. All elements analysed were detected above the ICP–MS detection limits. Data analyses were performed in R for the PCA plot (prcomp package) and the heat map (pheatmap from Biostrings package). A two-way ANOVA was performed (*P* < 0.05) to identify elements with amounts significantly different from those in wild type. The relative amount for each element per genotype in the heat map was calculated as the log_2_FC from the average of 3–4 replicates.

### Apoplastic tracer assays

Seeds of M82 were grown in 1% MS+1% sucrose. Four days after germination, plants were transferred to new MS square plates with/without 200 µM of piperonylic acid (Sigma, P49805-5G) and 200 µM piperonylic acid plus 10 mM monolignols (Sigma Aldrich, 223735-100MG, 404586-100MG) for 24 h in the dark, with dimethylsulfoxide as the solvent. Segments (3-cm) from the root tip including the root meristem were exposed to 15 µg ml^−1^ PI (P4170, Sigma) in the dark at 30 °C for 1 h. The roots were washed in water and 1-cm segments from the root tip were embedded in 3% agarose and made into sections of 150–200 µM using a vibratome (Leica, VT1000 S). Confocal laser scanning microscopy was performed on a Zeiss LSM700 confocal microscope with the ×20 objective at 405 nm excitation and 600–650 nm detection.

### Transmission electron microscopy

Tomato roots were fixed in 2.5% glutaraldehyde solution (EMS) in phosphate buffer (PB 0.1 M, pH 7.4) for 1 h at room temperature and subsequently fixed in a fresh mixture of 1% osmium tetroxide (EMS) with 1.5% potassium ferrocyanide (Sigma) in PB buffer for 1 h at room temperature. The samples were then washed twice in distilled water and dehydrated in acetone solution (Sigma) in a concentration gradient (30% for 40 min, 50% for 40 min, 70% for 40 min and 100% for 1 h 3 times). This was followed by infiltration in LR White resin (EMS) in a concentration gradient (33% LR White in acetone for 6 h, 66% LR White in acetone for 6 h and 100% LR White for 12 h two times) and finally polymerized for 48 h at 60 °C in an oven in atmospheric nitrogen. Ultrathin sections (50 nm) were cut transversely at 2, 5 and 8 mm from the root tip, the middle of the root and 1 mm below the hypocotyl–root junction using a Leica Ultracut UC7 (Leica), picked up on a 2 × 1mm copper slot grid (EMS) and coated with a polystyrene film (Sigma).

Visualization of lignin deposition in the exodermis and the CS was performed using permanganate potassium (KMnO_4_) staining^25^. The sections were post stained using 1% KMnO_4_ in H_2_O (Sigma) for 45 min and rinsed several times with H_2_O.

Micrographs and panoramic images were taken with an FEI CM100 (FEI) transmission electron microscope at an acceleration voltage of 80 kV with a TVIPS TemCamF416 digital camera (TVIPS) using the software EM-MENU 4.0 (TVIPS). Panoramic images were aligned using the software IMOD^58^.

### Transcriptome profiling and data analysis

For the RNA-seq analyses, 3 cm of the same developmental stage of hairy roots from *slscz-hr5*, *slscz-hr12*, *slexo1-hr6*, *slexo1-hr7* and control hairy roots (wild-type M82 transformed with *R. rhizogenes* with no vector) in three biological replicates. RNA was extracted with the Direct-zol RNA MiniPrep Plus kit (Neta, RPI-ZR2053). cDNA libraries were made with the QuantSeq 3′ mRNA-Seq Library Prep kit from Lexogen (015 QuantSeq FWD 3′ mRNA-Seq Library Prep kit, with single indexing). Sequences were pooled, trimmed and filtered using Trimmomatic^59^. Trimmed reads were pseudo-aligned to the ITAG4.1 transcriptome (cDNA) (Tomato Genome Consortium, 2012) using Kallisto (v.0.43.1)^60^, with the parameters ‘-b 100–single -l 200 -s 30’ to obtain count estimates and transcripts per million (TPM) values. DEGs were detected with the limma R package using normalized counts per million values as required by the package^61^. Counts per million values were normalized with the voom function^62^ using TMM normalization. The functions lmfit, contrasts.fit and ebayes were used to fit a linear model and calculate differential gene expression between the different contrasts. Genes with an adjusted *P* value (*P*_adj_) ≤ 0.05 were considered as differentially expressed. The FDR method was used to control the false discovery rate^63^.

### Expression profiles from single-cell transcriptome sequencing data

The expression profiles of select genes in single-cell transcriptome sequencing data from the tomato root were obtained from ref. ^24^. The plots were generated using the Seurat and scCustomize packages in R.

### Phylogenetic tree construction

The following pipeline from ref. ^23^ was utilized. Forty-two representative proteomes were downloaded from Phytozome, Ensembl or consortia sites depending on availability. These include early diverging taxa and broadly representative taxa from angiosperms. Next, blastp was used to identify homologous sequences within each proteome on the basis of a sequence of interest, with options ‘-max_target_seqs 15 -evalue 10E-6 -qcov_hsp_perc 0.5 -outfmt 6’. To refine this set of sequences, a multiple sequence alignment was generated with MAFFT v.7 (option–auto), trimmed with trimal with the setting ‘-gappyout’, and a draft tree was generated with FastTree. A monophyletic subtree containing the relevant sequences of interest was selected and more distantly related sequences were removed from the list of sequences. For the final trees, MAFFT v.7 using the L-INS-i strategy was used to generate a multiple sequence alignment. Next, trimal was used with the ‘-gappyout’ option. To generate a phylogenetic tree using maximum likelihood, RAxML was used with the option ‘-m PROTGAMMAAUTO’ and 100 bootstraps. Finally, bipartitions with bootstrap values <25% were collapsed using TreeCollapserCL4 (http://emmahodcroft.com/TreeCollapseCL.html). The resulting trees were rooted on sequences from the earliest-diverging species represented in the tree.

### Statistics and reproducibility

All statistical analyses were performed in the R environment (v.3.5.3) and Rstudio (v.1.2.5042). For multiple comparisons between genotypes, a one-way ANOVA followed by a Tukey–Kramer post hoc test was conducted. Groups with *P* < 0.05 were considered significantly different. All bar graphs represent mean ± s.d. Boxplots show the median and interquartile range (IQR, 25th–75th percentiles), with whiskers representing minima and maxima. Filled dots represent individual samples. In all cases, individual biological replicates are indicated as *n*. Experiments and representative images were repeated independently at least three times, unless otherwise noted. Individual *P* values for all statistical analyses are provided in Supplementary Table 5.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

Supplementary Table Table of contents for supplementary tables. Table 1 CRISPR guides and mutation indels description. Table 2 Primers for CRISPR genotyping. Table 3 Primers for transcriptional and translational fusions and overexpressors. Table 4 Primers for qPCR. Table 5 Individual *P* values for all statistical analyses in this study.

## Data Availability

RNA-seq data have been deposited at GEO (GSE215074). CRISPR-generated mutant lines are available upon request with costs to cover sterilization and pathology checks for production of a phytosanitary certificate, and country of destination-specific seed import regulations.

# Supplementary material for: Regulation and function of a polarly localized lignin barrier in the exodermis
**Source:** Nat Plants. 2024 Dec 2;11(1):118–30. doi: 10.1038/s41477-024-01864-z
**Supplement:** Supplementary file 1 — Supplementary Information

---

# Regulation and function of a polarly localized lignin barrier in the exodermis

---

In the format provided by the  
authors and unedited

---

## SUPPLEMENTARY INFORMATION

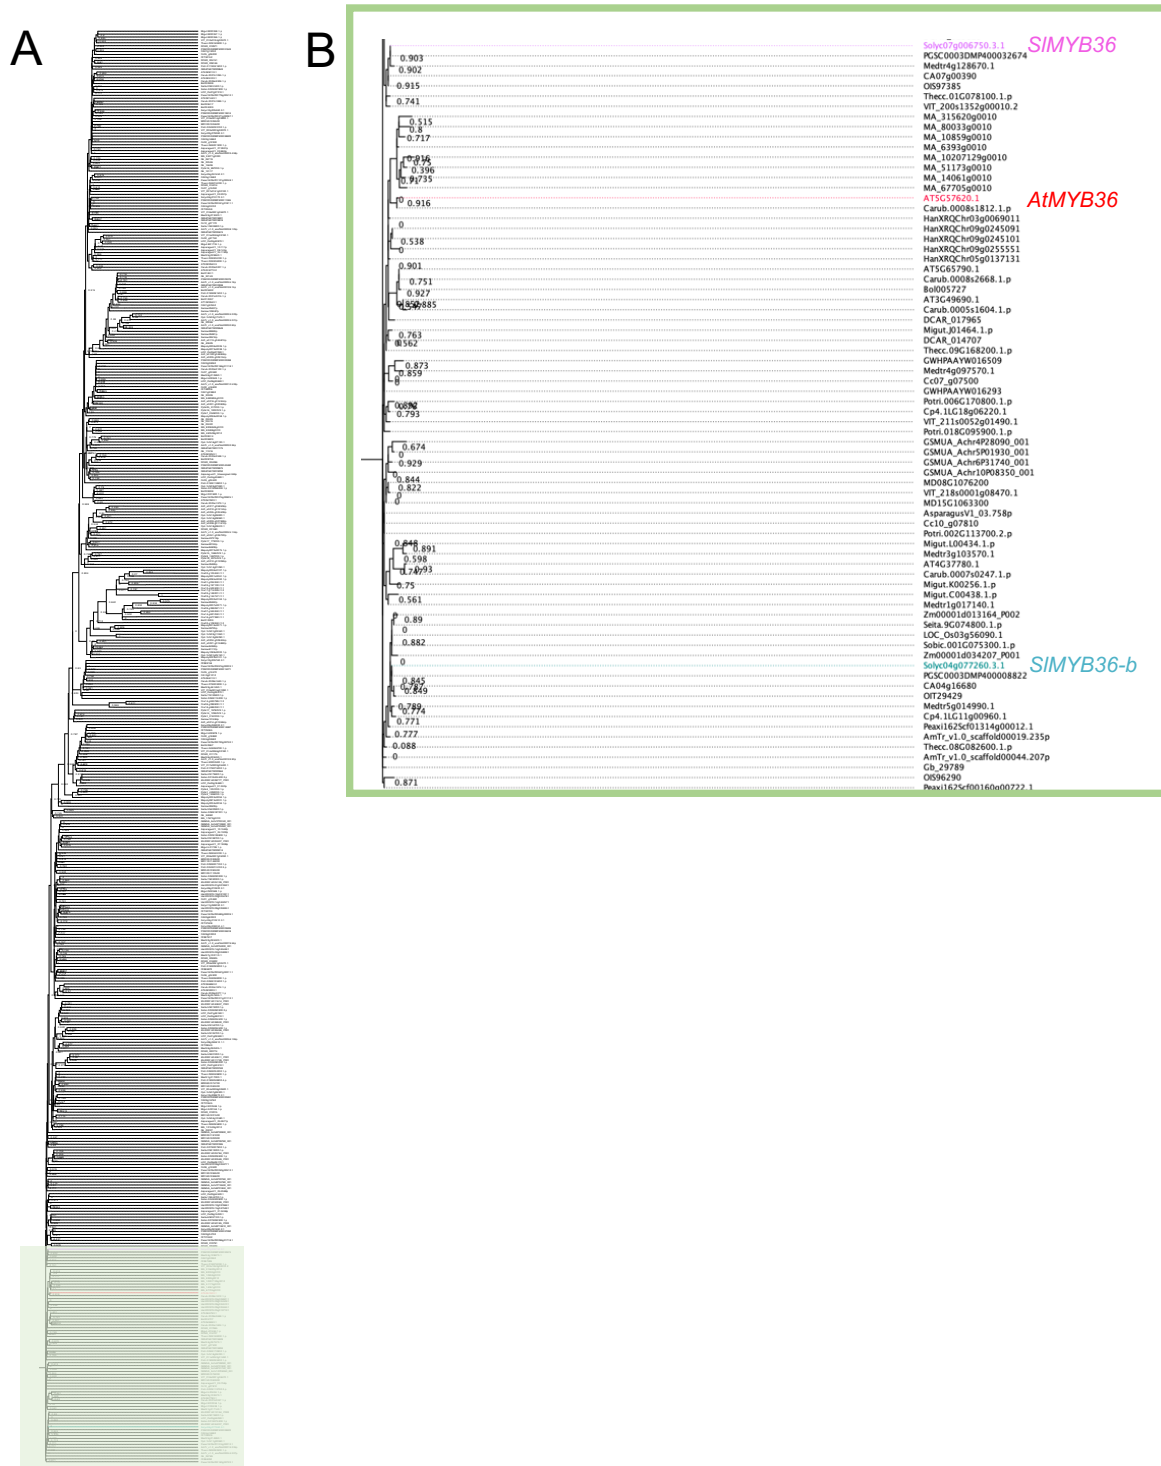

**Supplementary Figure 1. SIMYB36 phylogeny.** **A.** Extended SIMYB36 phylogeny. Phylogenetic trees generated using protein sequences of several plant species. AmTr: *Amborella trichopoda*, AT: *Arabidopsis thaliana*, Asparagus: *Asparagus officinalis*, Azfi: *Azolla filiculoides*, Bol: *Brassica oleracea*, Carub: *Capsella rubella*, CA: *Capsicum annuum*, Cc: *Coffea canephora*, Cp: *Cucurbita pepo*, DCAR: *Daucus carota*, Gb: *Ginkgo biloba*, HanXRQ: *Helianthus annuus*, MD: *Malus domestica*, Mapoly: *Marchantia*

*polymorpha*, Medtr: *Medicago truncatula*, Migut: *Mimulus guttatus*, GSMUA: *Musa acuminata*, OIT: *Nicotiana attenuata*, GWHPAAYW: *Nymphaea colorata*, LOC\_Os: *Oryza sativa japonica*, Peaxi: *Petunia axillaris*, Pp: *Physcomitrella patens*, MA: *Picea abies*, Potri: *Populus trichocarpa*, Semoe: *Selaginella moellendorffii*, Seita: *Setaria italica*, Solyc: *Solanum lycopersicum*, PGSC: *Solanum tuberosum*, Sobic: *Sorghum bicolor*, Thecc: *Theobroma cacao*, VIT: *Vitis vinifera*, Zm: *Zea mays*. **B.** Detailed MYB36 phylogeny from green square with AtMYB36 (At5g57620) highlighted in red, SIMYB36 (Solyc07g006750) highlighted in pink, and SIMYB36-b (Solyc04g077260) highlighted in blue.

*polymorpha*, Medtr: *Medicago truncatula*, Migut: *Mimulus guttatus*, GSMUA: *Musa acuminata*, OIT: *Nicotiana attenuata*, GWHPAAW: *Nymphaea colorata*, LOC\_Os: *Oryza sativa japonica*, Peaxi: *Petunia axillaris*, Pp: *Physcomitrella patens*, MA: *Picea abies*, Potri: *Populus trichocarpa*, Semoe: *Selaginella moellendorffii*, Seita: *Setaria italica*, Solyc: *Solanum lycopersicum*, PGSC: *Solanum tuberosum*, Sobic: *Sorghum bicolor*, Thecc: *Theobroma cacao*, VIT: *Vitis vinifera*, Zm: *Zea mays*. **B.** Detailed phylogeny from green square in A. AtCASP and SICASP genes are colored in blue and pink respectively.

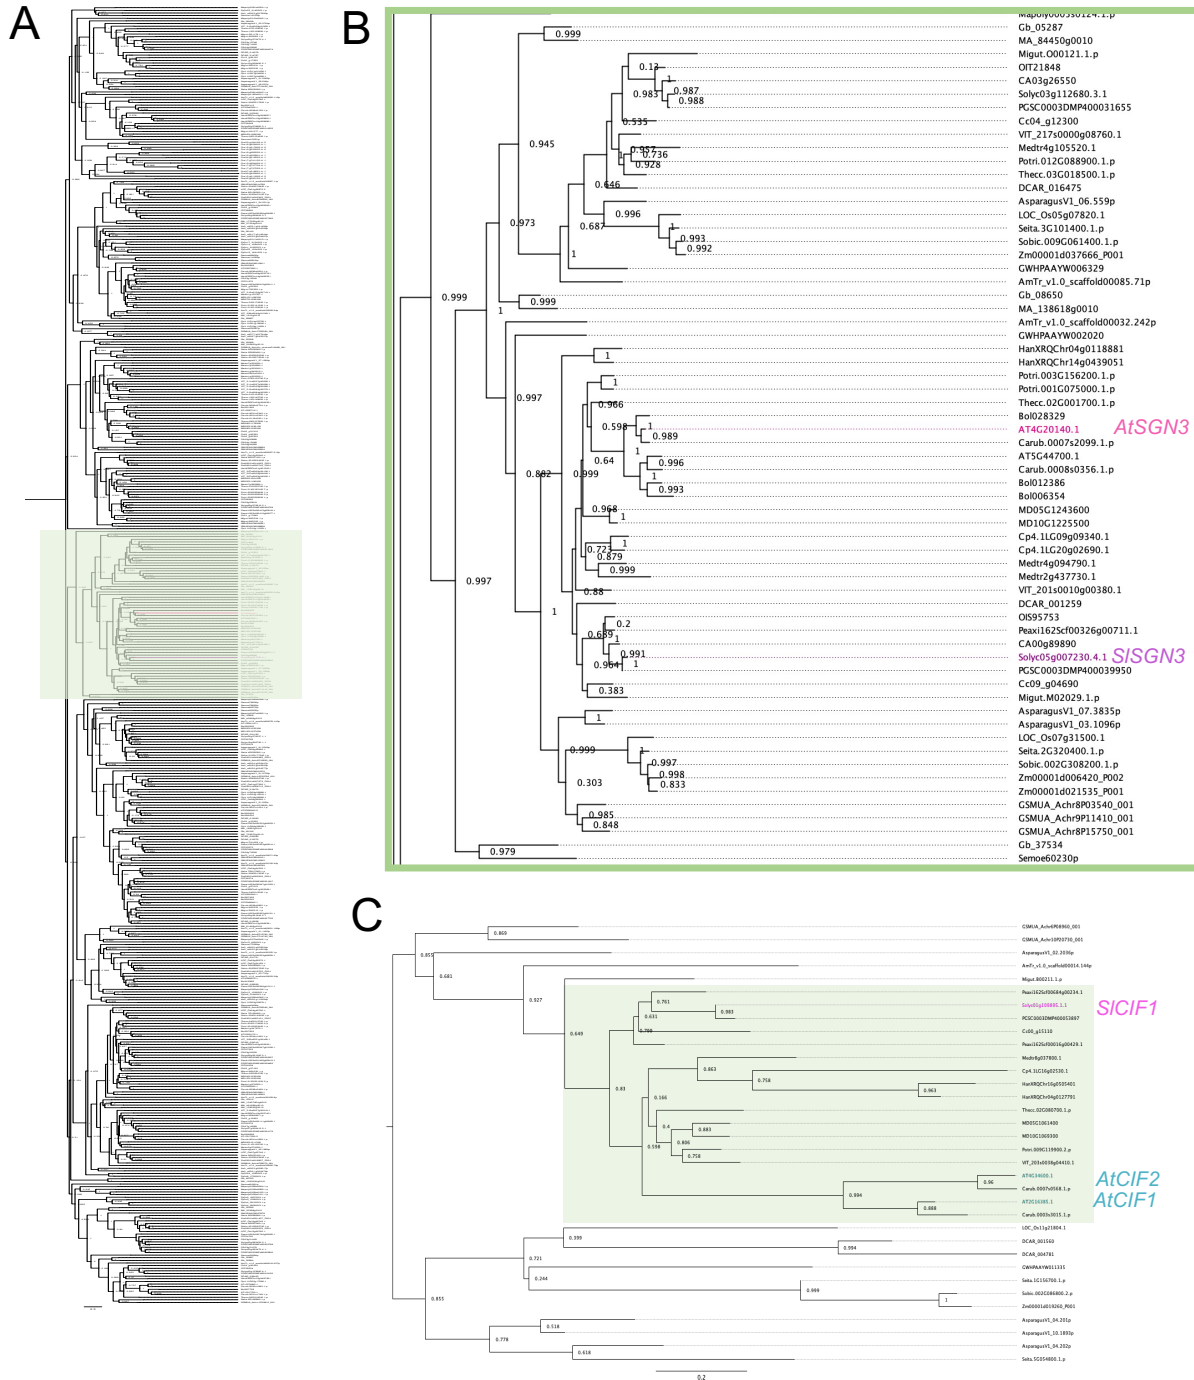

**Supplementary Figure 3. SISGN3 and SICIF1 phylogeny.** **A.** Extended SISGN3 phylogeny. Phylogenetic trees generated using protein sequences of several plant species. AmTr: *Amborella trichopoda*, AT: *Arabidopsis thaliana*, Asparagus: *Asparagus officinalis*, Azfi: *Azolla filiculoides*, Bol: *Brassica oleracea*, Carub: *Capsella rubella*, CA: *Capsicum annuum*, Cc: *Coffea canephora*, Cp: *Cucurbita*

pepo, DCAR: *Daucus carota*, Gb: *Ginkgo biloba*, HanXRQ: *Helianthus annuus*, MD: *Malus domestica*, Mapoly: *Marchantia polymorpha*, Medtr: *Medicago truncatula*, Migut: *Mimulus guttatus*, GSMUA: *Musa acuminata*, OIT: *Nicotiana attenuata*, GWHPAAYW: *Nymphaea colorata*, LOC\_Os: *Oryza sativa japonica*, Peaxi: *Petunia axillaris*, Pp: *Physcomitrella patens*, MA: *Picea abies*, Potri: *Populus trichocarpa*, Semoe: *Selaginella moellendorffii*, Seita: *Setaria italica*, Solyc: *Solanum lycopersicum*, PGSC: *Solanum tuberosum*, Sobic: *Sorghum bicolor*, Thecc: *Theobroma cacao*, VIT: *Vitis vinifera*, Zm: *Zea mays*. **B.** Detailed phylogeny from green square in A. AtSGN3 and SISGN3 genes are colored in pink and purple respectively. **C.** Extended SICIF1 phylogeny. Phylogenetic trees generated using protein sequences of several plant species. AmTr: *Amborella trichopoda*, AT: *Arabidopsis thaliana*, Asparagus: *Asparagus officinalis*, Azfi: *Azolla filiculoides*, Bol: *Brassica oleracea*, Carub: *Capsella rubella*, CA: *Capsicum annuum*, Cc: *Coffea canephora*, Cp: *Cucurbita pepo*, DCAR: *Daucus carota*, Gb: *Ginkgo biloba*, HanXRQ: *Helianthus annuus*, MD: *Malus domestica*, Mapoly: *Marchantia polymorpha*, Medtr: *Medicago truncatula*, Migut: *Mimulus guttatus*, GSMUA: *Musa acuminata*, OIT: *Nicotiana attenuata*, GWHPAAYW: *Nymphaea colorata*, LOC\_Os: *Oryza sativa japonica*, Peaxi: *Petunia axillaris*, Pp: *Physcomitrella patens*, MA: *Picea abies*, Potri: *Populus trichocarpa*, Semoe: *Selaginella moellendorffii*, Seita: *Setaria italica*, Solyc: *Solanum lycopersicum*, PGSC: *Solanum tuberosum*, Sobic: *Sorghum bicolor*, Thecc: *Theobroma cacao*, VIT: *Vitis vinifera*, Zm: *Zea mays*. AtCIF1 and AtCIF2 genes are colored in cyan and SICIF1 is colored in magenta.

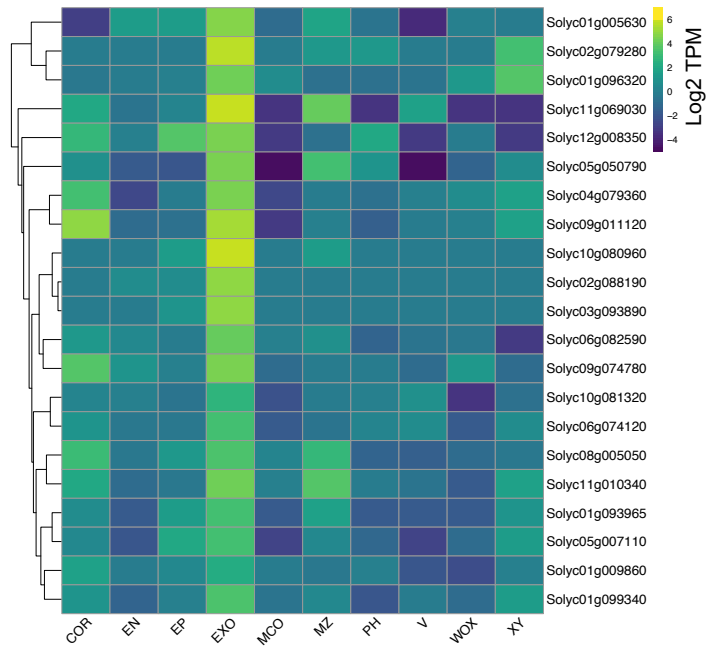

**Supplementary Figure 4.** The expression of exodermal-enriched transcription factors from Kajala et al., (2021) selected for a hairy root mutant screen. The column names: Epidermis (EP), Exodermis (EXO), Cortex (COR), EN (Endodermis), MCO (Meristematic cortex), Meristematic zone (MZ), Phloem (PH), Vasculature (V), Quiescent center (WOX5), Xylem (XY).

A

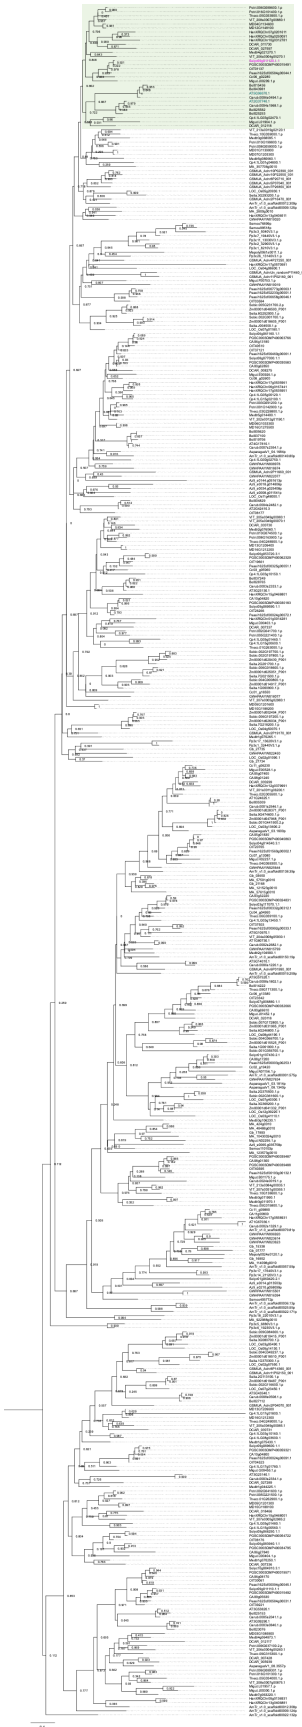

B

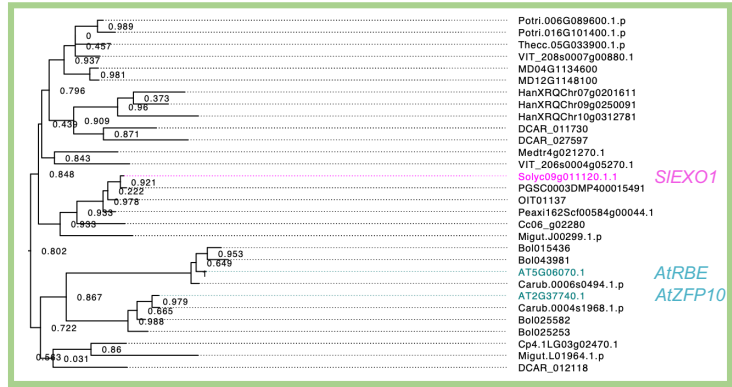

**Supplementary Figure 5. *SIEXO1* phylogeny.** **A.** Extended *SIEXO1* phylogeny. Phylogenetic trees generated using protein sequences of several plant species. AmTr: *Amborella trichopoda*, AT: *Arabidopsis thaliana*, Asparagus: *Asparagus officinalis*, Azfi: *Azolla filiculoides*, Bol: *Brassica oleracea*, Carub: *Capsella rubella*, CA: *Capsicum annuum*, Cc: *Coffea canephora*, Cp: *Cucurbita pepo*, DCAR: *Daucus carota*, Gb: *Ginkgo biloba*, HanXRQ: *Helianthus annuus*, MD: *Malus domestica*, Mapoly: *Marchantia polymorpha*, Medtr: *Medicago truncatula*, Migut: *Mimulus guttatus*, GSMUA: *Musa acuminata*, OIT: *Nicotiana attenuata*, GWHPAAYW: *Nymphaea colorata*, LOC\_Os: *Oryza sativa japonica*, Peaxi: *Petunia axillaris*, Pp: *Physcomitrella patens*, MA: *Picea abies*, Potri: *Populus trichocarpa*, Semoe: *Selaginella moellendorffii*, Seita: *Setaria italica*, Solyc: *Solanum lycopersicum*, PGSC: *Solanum tuberosum*, Sobic: *Sorghum bicolor*, Thecc: *Theobroma cacao*, VIT: *Vitis vinifera*, Zm: *Zea mays*. **B.** Detailed phylogeny from the green square in A. *SIEXO1* and the closest *A. thaliana* genes are colored in pink and cyan respectively.

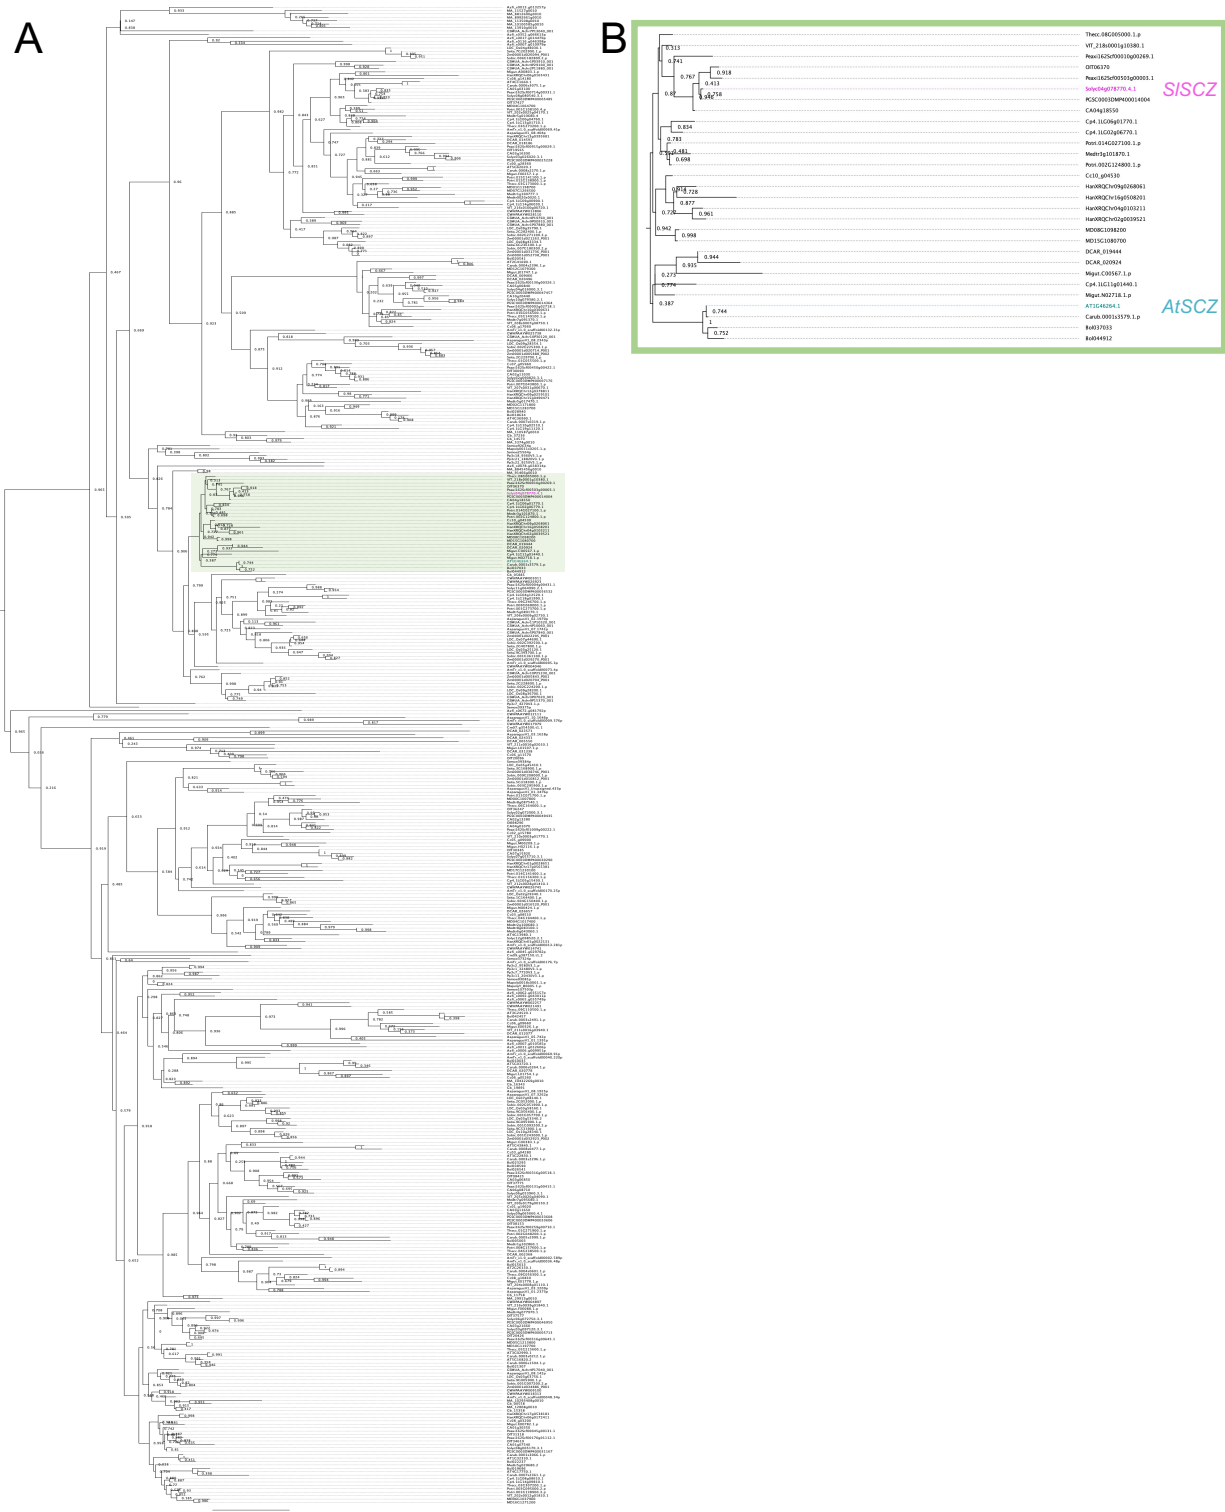

**Supplementary Figure 6. S/SCZ phylogeny. A.** Extended S/SCZ phylogeny. Phylogenetic trees generated using protein sequences of several plant species. AmTr: *Amborella trichopoda*, AT: *Arabidopsis thaliana*, Asparagus: *Asparagus officinalis*, Azfi: *Azolla filiculoides*, Bol: *Brassica oleracea*, Carub: *Capsella rubella*, CA: *Capsicum annuum*, Cc: *Coffea canephora*, Cp: *Cucurbita pepo*, DCAR: *Daucus carota*, Gb: *Ginkgo biloba*, HanXRQ: *Helianthus annuus*, MD: *Malus domestica*, Mapoly: *Marchantia polymorpha*, Medtr: *Medicago truncatula*, Migut: *Mimulus guttatus*, GSMUA: *Musa acuminata*, OIT: *Nicotiana attenuata*, GWHPAAYW: *Nymphaea colorata*, LOC\_Os: *Oryza sativa japonica*, Peaxi: *Petunia axillaris*, Pp: *Physcomitrella patens*, MA: *Picea abies*, Potri: *Populus trichocarpa*, Semoe: *Selaginella moellendorffii*, Seita: *Setaria italica*, Solyc: *Solanum lycopersicum*, PGSC: *Solanum tuberosum*,

Sobic: *Sorghum bicolor*, Thecc: *Theobroma cacao*, VIT: *Vitis vinifera*, Zm: *Zea mays*. **B.** Detailed phylogeny from the green square in A. AtSCZ and SISCZ genes are colored in cyan and pink respectively.

# Supplementary material for: Regulation and function of a polarly localized lignin barrier in the exodermis
**Source:** Nat Plants. 2024 Dec 2;11(1):118–30. doi: 10.1038/s41477-024-01864-z
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No software was used                                                                                                                                                                   |
| Data analysis   | R version 3.5.3; R studio Version 1.2.5042, limma R package<br>voom function, TMM normalization, lmer function, contrasts.fit function, and eBayes function.<br>scCustomize R package. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-seq data have been deposited at GEO (GSE215074). CRISPR-generated mutant lines are available upon request with costs to cover sterilization and pathology checks for production of a phytosanitary certificate, and country-of-destination-specific seed import regulations.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |    |
|--------------------------------------------------------------------|----|
| Reporting on sex and gender                                        | NA |
| Reporting on race, ethnicity, or other socially relevant groupings | NA |
| Population characteristics                                         | NA |
| Recruitment                                                        | NA |
| Ethics oversight                                                   | NA |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For each experiment 5-6 individual plants were examined; an n of >4 is desired to ensure an appropriate estimation of within-sample variability. For CRISPR mutant analysis with <i>A. tumefaciens</i> transformed plants, two independent lines were used for each analysis to minimize influence from transposon insertion location. For <i>R. rhizogenes</i> transformed plants; in negative phenotypic cases 1 line was used; in positive phenotypic cases 3-4 lines were examined due to the increased variability in root phenotypes with this type of transformation. The sample sizes for the experiments are specified in the figure legends and text. Each analysis was conducted with a minimum of three biological replicates, all of which yielded comparable results. No formal statistical methods were used to determine sample size. Instead, the sample sizes were selected empirically, based on prior experience, to maximize the chances of achieving reproducible and statistically significant results. |
| Data exclusions | No data exclusion                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Replication     | ICP-MS - 3 biological replicates per genotype; root length - 2 replicates per genotype; Root sections - 2 replicates per genotype; RNAseq - 3 replicates per genotype; All replication attempts were successful.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Randomization   | Plants and hairy roots grown in plates - the plates with different genotypes were randomized at the growth chamber; ICP-MS - pots with different genotypes were randomized within the tray.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | RNA sequencing analysis is fully automated, yielding unbiased and quantitative gene expression data. Phenotyping and confocal imaging were conducted independently by multiple researchers, all of whom obtained consistent results. For the ICP-MS experiments, plants were randomly arranged in trays, and a coded identifier was assigned to each plant to prevent knowledge of the sample material. This coding system was maintained until the ICP-MS results were finalized.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

|                                     |                                                        |
|-------------------------------------|--------------------------------------------------------|
| n/a                                 | Involved in the study                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Plants             |

Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

|                                     |                                                     |
|-------------------------------------|-----------------------------------------------------|
| No                                  | Yes                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> National security          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other significant area |

Experiments of concern

Does the work involve any of these experiments of concern:

|                                     |                                                                                                      |
|-------------------------------------|------------------------------------------------------------------------------------------------------|
| No                                  | Yes                                                                                                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | All seeds stocks are Solanum lycopersicum (cv. M82, LA3475). All the transgenics were generated with same cultivar. No seeds were collected from field. All were produced at the green house facilities at UCDavis.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Novel plant genotypes | Rhizobium rhizogenes Transformation<br>“Hairy root” transformation with R. rhizogenes (ATCC 15834) was conducted according to Ron et al, 2013.Cotyledons from seven to ten-day-old plants were cut and immersed immediately in a suspension of R. rhizogenes containing the desired binary vector. Cotyledons were then floated on sterile Whatman filter paper and co-cultivated in the dark on MS agar plates (1X vitamins, 3% sucrose, % agar) for three days at 25C in the dark, without antibiotic selection. Cotyledons were then transferred to a selective plate (MS with Cefotaxime, 200 mg/L + 50 mg/L Kanamycin). 30 independent antibiotic-resistant roots were subcloned for each transgenic line. For the future analyses with Cefotaxime + Kanamycin for 2 rounds of subcloning and maintained in media with Cefotaxime after that. For the overexpression lines, more than five lines were assessed among the A. rhizogenes- and A. tumefaciens-transformed lines. qPCR was also performed to validate overexpression levels. For CRISPR lines, more than 30 A. rhizogenes-transformed lines were sequenced using amplicon sequencing, and more than three positively edited lines were phenotyped for lignin content. A. tumefaciens-transformed TO plants were genotyped using amplicon sequencing. More than three T2 and/or T3 lines (when viability and seed production allowed) were sequenced by amplicon sequencing and phenotyped for lignin. The phenotypes were compared to those of the wild-type and the CRISPR edited plants presented in this study are T2 generation. |
| Authentication        | Generation of CRISPR-Cas9 edited constructs<br>Hairy root mutant screen Target guide RNAs were designed using the CRISPR-PLANT web tool ( <a href="https://www.genome.arizona.edu/crispr/CRISPRsearch.html">https://www.genome.arizona.edu/crispr/CRISPRsearch.html</a> ). In cases where CRISPR-PLANT did not specify at least three guides with GC content between 40 to 60%,                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

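RNA from hairy roots of the tomato cultivar M82 was profiled in 5 groups of 3 libraries each: wild type, *slexo1-hr6*, *slexo1-hr7*, *slscz-hr5* and *slscz-hr12*. The terminal 3 cm of 6 to 7 root tips were pooled per library, and QuantSeq libraries read the 3′ ends of transcripts. The authors trimmed the reads with Trimmomatic, pseudo-aligned them to the ITAG 4.1 cDNA sequences with kallisto 0.43.1 (fragment length 200, SD 30, 100 bootstraps) and deposited 1 table of estimated counts for 34688 genes, without normalization. Between 4.02% and 5.39% of the values per library were not whole, as estimated counts are where reads are shared between genes, and they were rounded to whole counts here.

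The 12 mutant columns of the table were matched to samples by line and by the replicate number in the sample descriptions. For *slexo1-hr7* the sample titles count the replicates from 1 to 3, where the descriptions and the table count from 2 to 4. The 3 wild-type columns carry the numbers 2 to 4, where the labels number the wild-type samples 1 to 3, so they were used as the wild-type group without matching single columns to single samples. No other column is in the table. The libraries held between 2726538 and 8942819 counts (median 4800477). Floors of 3 counts and lower bounds of fold changes cover counting error only, since the reads carry no molecular identifiers. The bounds set the mean of one group against the floor of the other and leave out the spread of that mean.

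Everything else was computed here from the counts. The analysis used R 4.3.3 with limma 3.58.1 and edgeR 4.0.16. Genes were kept by edgeR's filterByExpr by genotype (minimum count 10, minimum total 15), which left 16189 genes, and library sizes were normalized by TMM. The voom, lmFit, contrasts.fit and eBayes functions of limma were applied to all 15 libraries in a single model with 3 genotype groups, the same functions that the paper's methods name. The contrasts were *slexo1* against wild type, *slscz* against wild type and *slscz* against *slexo1*. A second model with 5 line groups compared each line with wild type and the lines of a genotype with each other. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 with a change of at least 1.3-fold. The legend of Fig. 4b gives a fold change of 1.3 without its scale, and the linear scale was used.

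Principal components were computed from log2 CPM after TMM, centred and not scaled, because the paper's text does not name the values or genes behind Fig. 4a. Distances from wild type are Euclidean distances from the wild-type mean over the same values, compared by an exact permutation test over the 924 arrangements of 6 against 6 libraries.

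The genes named in the text were chosen by a rule set before the data were examined: every gene the paper names with an identifier, as far as the lists below reach, and in each mutant the 2 called genes with the largest rise and the 2 with the largest fall among those whose mutant libraries all lie on the same side of all 3 wild-type libraries. The 3 lists were fixed in the same way: the 32 genes of Fig. 4d, with identifiers read from the figure, 10 identifiers of endodermal regulators and 20 transcription factors of the hairy root screen. A table that pairs identifiers with gene names was searched, and 0 of the identifiers of the count table matched it, so genes are named only where the paper names them. Tests of gene sets by annotation keywords and GO categories were not analysed here.

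The procedure was tested on simulated counts with 200 changed genes among 15596 tested genes. It called 166 of the changed genes (83%) and 6 unchanged genes, and it called 0 genes in a contrast without any change. The simulated changes were larger than most of those called in the data. The median absolute log2 fold change of called genes was 0.69 in *slexo1* and 0.76 in *slscz*. The share of 83% therefore does not hold for changes of that size. Alternatives were edgeR's quasi-likelihood test, DESeq2 1.42.0, DESeq2 size factors, library size without TMM, no filter, a filter of 1 CPM in 3 libraries, other fold change thresholds, line as a random effect, the mean of the lines, calls in both lines, fits of the compared groups only, library quality weights, counts thinned to the smallest library (2726538 counts) and fits that each left out 1 library. Overlaps were compared with 20 simulations in which the 3 wild-type libraries were shared. Random draws used fixed seeds.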

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

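The count of other groupings of the libraries was planned before the result was seen. The tests of library size, of genes beside the line-specific genes, of shared reads and of single libraries were chosen after the results were seen.

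Of 126 groups of 6 libraries (a named gene, a distance from wild type or a total count in 1 mutant), 10 had a library far from the other 5, where about 6.30 arise from chance alone (binomial p = 0.101, treating the groups as independent). The values are log2 of CPM plus 0.5. In *slexo1*, Solyc12g006110 was at 1.68 in *slexo1-hr7* replicate 2 against 2.65 to 3.16 in the others, and SlMGP (Solyc01g099340) was at 3.50 in *slexo1-hr7* replicate 3 against 3.97 to 4.25. Also in *slexo1*, Solyc12g160080 was at 0.057 in *slexo1-hr6* replicate 2 and had 0 counts in the others, and Solyc05g014000 was at 0.58 in *slexo1-hr6* replicate 4 against -0.42 or less. In *slscz*, *SlEXO1* (Solyc09g011120) was at -0.18 in *slscz-hr5* replicate 2 against 1.62 to 2.50. The aldehyde dehydrogenase Solyc08g068190 was at 5.08 in *slscz-hr12* replicate 4 against 5.54 to 5.60, and the peroxidase Solyc07g049240 was at 3.99 in *slscz-hr5* replicate 2 against 2.71 to 3.18. SlMYB68 (Solyc11g069030) was at 4.40 in *slscz-hr12* replicate 2 against 4.53 to 4.59. Solyc08g150141 was at -0.12 in *slscz-hr12* replicate 4 and had 0 counts in the others, and Solyc09g064750 was at -0.56 in *slscz-hr5* replicate 3 and had 0 counts in the others. In 3 of the 10 groups, no library had more than 3 counts. A single poor library would be the far one in most groups, but the 10 groups name 8 libraries and none of them more than 2 times. The number of 10 is within what chance among many groups gives, and no biological explanation was tested.

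The lines of a genotype differed from each other in few genes. Between *slexo1-hr6* and *slexo1-hr7*, 56 genes were called by limma-voom, 32 higher and 24 lower in *slexo1-hr7*, and between *slscz-hr5* and *slscz-hr12* 17 genes were called, 9 higher and 8 lower in *slscz-hr12*. The real grouping was the only 1 of the 10 groupings of the 6 *slexo1* libraries into 3 and 3 that gave as many genes, and the largest of the others gave 1 gene. For *slscz*, 2 of the 10 groupings gave as many, the real one included. The other grouping gave 41 genes and set both libraries numbered 4 together with replicate 3 of *slscz-hr12* against the rest. With 3 libraries against 3, the share of groupings cannot fall below 0.1, so chance cannot be told apart from a difference between the lines by this test. A difference in library size is not the whole cause, since 25 and 8 genes were called after all libraries were thinned to the same total. A difference between the alleles or between independent transformation events stays open and untested.

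Some genes outside those the paper discusses were read in a single line. The pattern was sought as at least 10 counts in all 3 libraries of a line and at most 3 counts in each of the other 12 libraries, and the genes below are named because their values met it. Solyc06g075675 had 15.3 ± 2.50 CPM (SD, n = 3) in *slexo1-hr6*, Solyc06g017977 had 8.21 ± 1.66 CPM (SD, n = 3) in *slexo1-hr7*, Solyc09g056222 had 46.8 ± 5.56 CPM (SD, n = 3) in *slexo1-hr7* and Solyc09g066030 had 71.6 ± 6.55 CPM (SD, n = 3) in *slscz-hr12*. None of the 4 had more than 2 counts in any of the other 12 libraries. These levels are at least 22.8-fold, 12.1-fold, 68.9-fold and 112-fold above the floor of 3 counts. A change across the surrounding region would move neighbouring genes in the same line, but 0 of the 14 tested genes up to 5 identifiers away were called between that line and the other libraries, with 1 at an unadjusted p under 0.05. Reads shared with near-identical genes stay open: the estimated counts of the 4 genes lay within 0.334 counts of whole numbers, which does not exclude sequences identical to the reads. A candidate explanation that was not tested is an insertion of transferred DNA or another change at each gene in that line.

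By the same measure, Solyc08g150141 was read in all 6 *slexo1* libraries, at 5.05 ± 1.42 CPM (SD, n = 6) before TMM normalization, and had at most 2 counts in each of the other 9 libraries. It was the only gene read in all libraries of 1 mutant genotype and absent elsewhere by this measure. Both *slexo1* lines show it, so it follows the genotype of the design, and no technical explanation was tested for it.

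The opposite pattern, chosen after the values were seen, was at most 3 counts in every library of a group and at least 10 in every other library. Solyc04g063350 had 0 to 2 counts in the 6 *slscz* libraries and 11 to 30 in the other 9, and Solyc06g033850 had 0 to 2 counts in *slscz* and 26 to 146 in the others. Solyc09g064925 had 0 to 1 counts in *slexo1-hr6* and 12 to 90 in the other 12 libraries. These genes were at least 5.50-fold, 21.3-fold and 11.3-fold lower than in the other libraries, and no explanation was tested for the *slscz* genes. For Solyc09g064925, 0 of the 5 tested neighbouring genes were called between *slexo1-hr6* and the other libraries, with 1 at an unadjusted p under 0.05.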

How the results depend on the processing

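Apart from the block by the table's numbers and the combination of no filter with a log2 threshold, all alternatives were chosen before the data were examined.

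*slscz* was farther from wild type than *slexo1* in all 6 alternatives and in all 15 fits that each left out 1 library, with 1.08 to 1.19 times the distance in the former (exact permutation p at most 0.0260) and differences from 11.6 to 15.5 in the latter (exact permutation p at most 0.00433).

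The counts of called genes stayed within 1.5 times in 13 of 15 alternatives for *slexo1* (1057 to 1898 genes), 13 of 15 for *slscz* (1943 to 2998), 13 of 16 for the overlap (375 to 703), 13 of 14 for *slscz* against *slexo1* (3429 to 5001) and in 10 of 11 for each line against wild type. With a log2 fold change of at least 1.3, the counts were 204 in *slexo1*, 474 in *slscz*, 60 in both, 772 between *slscz* and *slexo1*, 267 in *slexo1-hr6*, 170 in *slexo1-hr7*, 447 in *slscz-hr5*, 396 in *slscz-hr12* and 10 between *slscz-hr5* and *slscz-hr12*, since the threshold is higher. Without a filter as well, the overlap was 93 genes. Calls in both lines, each with 3 libraries, numbered 569 in *slexo1*, 1206 in *slscz* and 164 in both. Between *slscz-hr5* and *slscz-hr12*, DESeq2 called 40 genes (the cause was not tested), a fit of only these lines 5 and thinned counts 8. Between *slexo1-hr6* and *slexo1-hr7*, thinned counts gave 25 genes. Fewer libraries and fewer counts are part of these settings.

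The genes of Fig. 4d called in their stated genotype numbered from 17 to 29 in the alternatives. Of its common genes, 4 were called in both mutants with edgeR's quasi-likelihood test, 4 with DESeq2, 4 with library size only, 4 with no filter and 4 with line as a random effect, 1 in fits of the compared groups only and 1 with thinned counts. The cause was not tested for the first 5. In the fit with line as a random effect, the estimated correlation within a line was -0.054. That fit called 1743 genes in *slexo1* and 2818 in *slscz*, so it was no stricter than the main one. The counts for the endodermal regulators (3 to 4) and the transcription factors of the screen (8 to 9) stayed within 1.5 times. Over the named genes, 19 of 1195 gene results under alternatives lost their call, 31 gained one and 0 reversed.

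With library size only in place of TMM, 72.8% of the calls in *slexo1* were upregulated against 44.0%, and 32.5% between *slscz* and *slexo1* were higher in *slscz* against 46.1%. The median log2 fold change of all genes in *slexo1* was then 0.15 in place of 0.03, so the direction of small changes in *slexo1* depends on the normalization. It also depends on the wild-type libraries, since 31.4%, 25.9% or 32.4% of the calls in *slexo1* were upregulated without the one numbered 2, 3 or 4.

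The share of variation in PC1, PC2 and both was 26.6%, 13.2% and 39.8% with scaled genes, 43.0%, 12.8% and 55.8% with the 500 most variable genes and 20.4%, 9.77% and 30.1% without a filter. Each of these settings changes the weight or the number of genes. Across the 15 fits that each left out 1 library, PC1 held 33.0% to 36.1%, PC2 10.6% to 13.5% and both 45.5% to 49.0%.

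Leaving out 1 library in turn gave 738 to 1602 genes in *slexo1*, 1438 to 2630 in *slscz*, 229 to 560 in both, 3479 to 4115 between *slscz* and *slexo1*, 778 to 1733 in *slexo1-hr6*, 310 to 982 in *slexo1-hr7*, 1243 to 2163 in *slscz-hr5*, 866 to 1756 in *slscz-hr12*, 20 to 62 between *slexo1-hr6* and *slexo1-hr7* and 5 to 19 between *slscz-hr5* and *slscz-hr12*. The wild-type library numbered 3, with 8942819 counts, moved most of them: without it the counts were 738 in *slexo1*, 1438 in *slscz*, 229 in both, 791 in *slexo1-hr6*, 421 in *slexo1-hr7*, 1243 in *slscz-hr5* and 866 in *slscz-hr12*. Without the wild-type libraries numbered 2 or 4, 943 and 895 genes were called in *slexo1* and 304 and 287 in both mutants, and without number 4, 496 in *slexo1-hr7*. A line also lost calls without one of its own libraries: *slexo1-hr6* had 778 without replicate 2, *slexo1-hr7* 502 without replicate 2 and 310 without replicate 3, *slscz-hr5* 1256 without replicate 3 and *slscz-hr12* 983 without replicate 2. Without one of their own libraries, between 20 and 37 genes were called between the *slexo1* lines, and in 5 of 6 fits between 5 and 9 genes between the *slscz* lines. The Fig. 4d genes called in their stated genotype ranged from 13, without the wild-type library numbered 3, to 27, the common genes from 0, without that library, to 4, without *slexo1-hr7* replicate 3, the endodermal regulators from 1, without that library, to 4 and the screen's transcription factors from 7 to 9. Of the genes called in the complete data, 675 in *slexo1* and 1347 in *slscz* were called without the wild-type library numbered 3. Among 1814 results of named genes, 83 lost a call, 9 gained one and 0 reversed.

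Libraries with the same number in the table did not all deviate together. Deviations from the line means correlated between -0.062 and 0.389 over the 30 pairs of libraries with the same number, and 8 pairs exceeded 0.1, against 2 of the 60 pairs with different numbers. The mutant libraries numbered 4 did deviate together, with 5 of their 6 pairs over 0.1, against 3 of the 6 pairs numbered 2, 0 of the 6 numbered 3 and 0 of the 12 pairs with a wild-type library. With a replicate block by the table's numbers, chosen after the data were seen, 1393 genes were called in *slexo1*, 2366 in *slscz*, 476 in both, 3800 between *slscz* and *slexo1*, 1597 in *slexo1-hr6*, 911 in *slexo1-hr7*, 2072 in *slscz-hr5* and 1878 in *slscz-hr12*. Blocks by the numbers of the labels were not run, because the wild-type columns carry other numbers than the labels. Sets by annotation keywords were not run, since no names matched, and calls in both lines cannot be formed for *slscz* against *slexo1*. Depth limits genes with few counts: 3 of the 32 genes of Fig. 4d were not tested, and with at most 27 counts of *SlEXO1* per library a moderate change of its transcript would be missed.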

Differences from the paper's values

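The overlap of the genes called in *slexo1* and in *slscz* was 501 genes, and the paper's value is 71. Of the 29 alternatives set before the data were examined, only a log2 fold change of at least 1.3 in place of a linear one brought the overlap within 1.5 times the paper's value, with 60 genes. The other 28 did not, and the closest of them gave 164 genes, for calls in both lines. With that log2 threshold and no filter on low counts, a combination chosen after the values were seen, the overlap was 93 genes.

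The number of genes called only in *slexo1* was 930, and the paper's value is about 220 in Fig. 4b, read by eye. None of the 29 alternatives set before the data were examined came within 1.5 times of it. The log2 threshold of 1.3 gave 144 genes, and the same threshold with no filter, chosen after the values were seen, gave 225 genes. The number called only in *slscz* was 1962, and the paper's value is about 490 in Fig. 4b, read by eye. The log2 threshold of 1.3 gave 414 genes and was the only alternative set before the data were examined that came within 1.5 times of it. With no filter as well, chosen after the values were seen, 542 genes were called only in *slscz*.

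Of the genes that Fig. 4d shades as common, 2 were called as upregulated in both mutants, and the paper's value is 5. With edgeR's quasi-likelihood test, DESeq2, library size without TMM, no filter, line as a random effect, or without *slexo1-hr7* replicate 3, 4 genes were called in both. None of the other 18 alternatives set before the data were examined came within 1.5 times of the paper's value. The 2 tested genes that missed the call in *slexo1* were SlLAC3-like (Solyc06g082240, adjusted p = 0.0579 from limma-voom) and Solyc03g097500 (adjusted p = 0.0555). SlLAC3-like was called in *slexo1* under each of those 6 settings. Solyc03g097500 was called in *slexo1* under the same settings except no filter, and also without *slscz-hr12* replicate 2 and without *slexo1-hr6* replicate 3.

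The first 2 principal components held 46.4% of the variation, and the paper's value is 39.5%, within 1.5 times. With each gene scaled to unit variance, the share was 39.8%.

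The paper lists Solyc12g006110 among the genes upregulated in *slexo1* (Fig. 4d). Its log2 fold change was 0.30 in *slexo1* (adjusted p = 0.569 from limma-voom) and 1.46 in *slscz* (adjusted p = 0.00109), and no setting that was run called it in *slexo1*. Within the shaded blocks of Fig. 4d the identifiers run from high to low, and this one is out of order at the end of the *slexo1* block. Solyc08g078030 and Solyc06g050530 are also listed for *slexo1* and were not called there, with adjusted p-values of 0.0579 and 0.0767 from limma-voom. Solyc08g078030 was called with edgeR's quasi-likelihood test, DESeq2, library size without TMM, no filter, line as a random effect and in 4 of the 15 fits that each left out 1 library. Solyc06g050530 was called with DESeq2, no filter and line as a random effect. The filter left out Solyc07g007800 (common), Solyc05g052370 (*slexo1*) and Solyc02g093070 (*slscz*). Without a filter, all 3 were called in their stated genotype, with limma-voom adjusted p-values of 0.0281 and 0.0283 for Solyc07g007800 in *slexo1* and *slscz*, 0.0135 for Solyc05g052370 in *slexo1* and 0.0284 for Solyc02g093070 in *slscz*.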

Other observations

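The counts of other groupings of the libraries and the comparison with shared wild-type libraries were planned before the result was seen. Of the other tests below, the thinning of the replicate 4 libraries and the pairing of lines across genotypes were set before their values were seen, and the rest after.

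No other grouping of the libraries gave as many called genes as the genotypes. For *slexo1*, the real grouping was the only 1 of the 84 groupings of 9 libraries into 6 and 3 with at least 1431 genes, and the largest of the others gave 37. For *slscz*, it was the only 1 of 84 with at least 2463 genes, and the largest of the others gave 340. For *slscz* against *slexo1*, 1 of 100 groupings drawn from 462, the real one, gave at least 3848 genes, and the largest of the others gave 1603, with 5 of 6 libraries grouped as in reality. For each of the lines *slexo1-hr6*, *slexo1-hr7*, *slscz-hr5* and *slscz-hr12* against wild type, the real grouping was the only 1 of 10 that gave any gene, and 10 groupings cannot give a share below 0.1. Library size is not the whole cause of the calls either, because 1057 genes in *slexo1* and 1943 in *slscz* were called after thinning to the smallest library. Thinning left a difference of 11.8 between the distances of *slscz* and *slexo1* from wild type, a ratio of 1.16 against 1.18 without thinning.

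The overlap of both mutants exceeded that in simulations with shared wild-type libraries, but in both directions, so the excess is no measure of common regulation. Genes without a call were given no change in them, which can undercount common genes of either direction. At most 180 genes were common in the simulations, against 218 for independent lists of the observed lengths. Of the 501 observed common genes, 131 changed in opposite directions. In 20 simulations with independent changes, at most 118 common genes changed in the same direction, against 370 observed. The simulations called 1103 genes in *slexo1* and 1984 in *slscz* on average, fewer than the data, so the numbers are not on quite the same footing. The share with the same direction, 73.9% against at most 67.9%, was also higher than in any simulation. Among the 370 genes, 56 nevertheless differed between the mutants in the direct test.

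In each mutant line, the library numbered 4 departed from those numbered 2 and 3 in a way that the lines share. With line as a term, 763 genes differed between the libraries numbered 4 and the others over the 12 mutant libraries, 155 higher and 608 lower (limma-voom, Benjamini-Hochberg adjusted p of at most 0.05 and 1.3-fold). For the libraries numbered 2 and those numbered 3 the count was 0, with 1807 and 549 genes at an unadjusted p under 0.05. Of the 81 choices of 1 library per line, 1 gave as many genes, the choice of number 4 in every line, and the largest of the others gave 6. Library size is not the whole cause, since 548 genes remained above the thresholds after thinning, although the libraries numbered 4 held a median of 5728232 counts against 3916530 in the other mutant libraries. In the wild-type library numbered 4, 52.3% of the 763 genes deviated in the direction seen in the mutants, against 62.1% in the wild-type library numbered 2 and 30.0% in the one numbered 3. Each of these is 1 library, and the wild-type numbers differ between the table and the labels, so a batch shared by all libraries numbered 4 cannot be told apart from one that covers the mutant lines only. A candidate explanation is a shared day of growth, harvest or library preparation. Each line contributes 1 such library, so the comparisons of genotypes are balanced among the mutants. Of the 763 genes, 144 were also called in *slexo1* or *slscz*, and 2 are among the genes of Fig. 4d.

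A few genes set *slexo1-hr6* and *slscz-hr12*, lines of different genotypes, apart from the other libraries. In a model with genotype as a term, 7 of the genes called for this pair had all 6 of its libraries on one side of the other 9, against 4, 2 and 0 genes for the other 3 pairings of a *slexo1* line with a *slscz* line. In that model, a pairing and the pairing of the 2 remaining mutant lines are the same contrast with the sign reversed, so the 4 pairings are not separate tests. With 1 of 4 pairings giving as many, chance cannot be told apart by this test. Solyc07g007040, chosen after its values were seen, had 132 ± 4.65 CPM (SD, n = 3) in *slexo1-hr6* and 142 ± 27.4 CPM (SD, n = 3) in *slscz-hr12*, against 31.7 ± 2.39 CPM (SD, n = 3) in wild type, 21.8 ± 3.59 CPM (SD, n = 3) in *slexo1-hr7* and 35.3 ± 8.63 CPM (SD, n = 3) in *slscz-hr5*. No biological explanation was tested.

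The paper studies endodermal regulators in other mutants. Of the 10 identifiers in that list, 7 were tested in these libraries. The list includes homologues without a shown role at the Casparian strip. In the paper, mutants of SlMYB36-b kept the strip. It reports SlCASP3 expression in cortex and exodermis as well as endodermis, and no SlCASP3 protein at the strip domain. In *slexo1*, SlCASP1 (Solyc06g074230) had a log2 fold change of -0.98 (adjusted p = 0.00324 from limma-voom) and SlCASP3 (Solyc09g010200) of -0.74 (adjusted p = 0.0120). In *slscz*, SlMYB36 (Solyc07g006750) had a log2 fold change of -0.71 (adjusted p = 0.0123 from limma-voom) and SlMYB36-b (Solyc04g077260) of -0.75 (adjusted p = 0.0174). In the direct test, all 4 differed between the mutants, SlCASP1 by 0.92 (adjusted p = 3.25e-04), SlCASP3 by 0.95 (adjusted p = 5.92e-05), SlMYB36 by -0.56 (adjusted p = 0.0128) and SlMYB36-b by -0.63 (adjusted p = 0.0117). None was called higher than wild type in either mutant, and the same 2 genes per mutant were called when adjusted over the list alone. Without the wild-type library numbered 3, 1 regulator of the list was called in a mutant.

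Of the 20 transcription factors of the hairy root screen, 15 were tested. In *slexo1*, 2 were upregulated and 3 downregulated, and in *slscz* 2 were upregulated and 5 downregulated, by limma-voom over all genes and equally when adjusted over the list alone. SlNUC (Solyc09g074780) had a log2 fold change of -2.45 in *slexo1* (adjusted p = 2.40e-04 from limma-voom), and SlMYB13 (Solyc03g093890) had one of -1.98 in *slscz* (adjusted p = 9.93e-06). SlSHN1 (Solyc01g005630) was upregulated in both mutants, by 1.21 in *slexo1* (adjusted p = 0.00960) and 0.99 in *slscz* (adjusted p = 0.0258). Leaving out 1 library in turn removed its call in 1 of 15 fits in *slexo1* and in 3 of 15 in *slscz*. SlNAC041 (Solyc01g009860) had log2 fold changes of 0.44 in *slexo1* (adjusted p = 0.00749 from limma-voom) and -0.53 in *slscz* (adjusted p = 0.00144).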
